# Absence of cannabinoid 1 receptor in beta cells protects against high-fat/high-sugar diet-induced beta cell dysfunction and inflammation in murine islets

**DOI:** 10.1007/s00125-018-4576-4

**Published:** 2018-03-01

**Authors:** Isabel González-Mariscal, Rodrigo A. Montoro, Máire E. Doyle, Qing-Rong Liu, Michael Rouse, Jennifer F. O’Connell, Sara Santa-Cruz Calvo, Susan M. Krzysik-Walker, Soumita Ghosh, Olga D. Carlson, Elin Lehrmann, Yongqing Zhang, Kevin G. Becker, Chee W. Chia, Paritosh Ghosh, Josephine M. Egan

**Keywords:** Beta cell, Beta cell proliferation, Beta cell viability, Cannabinoid 1 receptor, Diabetes, Inflammation, Insulin, Insulin resistance, Islet of Langerhans, Mouse

## Abstract

**Aims/hypothesis:**

The cannabinoid 1 receptor (CB1R) regulates insulin sensitivity and glucose metabolism in peripheral tissues. CB1R is expressed on pancreatic beta cells and is coupled to the G protein Gαi, suggesting a negative regulation of endogenous signalling in the beta cell. Deciphering the exact function of CB1R in beta cells has been confounded by the expression of this receptor on multiple tissues involved in regulating metabolism. Thus, in models of global genetic or pharmacological CB1R blockade, it is difficult to distinguish the indirect effects of improved insulin sensitivity in peripheral tissues from the direct effects of inhibiting CB1R in beta cells per se. To assess the direct contribution of beta cell CB1R to metabolism, we designed a mouse model that allows us to determine the role of CB1R specifically in beta cells in the context of whole-body metabolism.

**Methods:**

We generated a beta cell specific *Cnr1* (CB1R) knockout mouse (β-CB1R^−/−^) to study the long-term consequences of CB1R ablation on beta cell function in adult mice. We measured beta cell function, proliferation and viability in these mice in response to a high-fat/high-sugar diet and induction of acute insulin resistance with the insulin receptor antagonist S961.

**Results:**

β-CB1R^−/−^ mice had increased fasting (153 ± 23% increase at 10 weeks of age) and stimulated insulin secretion and increased intra-islet cAMP levels (217 ± 33% increase at 10 weeks of age), resulting in primary hyperinsulinaemia, as well as increased beta cell viability, proliferation and islet area (1.9-fold increase at 10 weeks of age). Hyperinsulinaemia led to insulin resistance, which was aggravated by a high-fat/high-sugar diet and weight gain, although beta cells maintained their insulin secretory capacity in response to glucose. Strikingly, islets from β-CB1R^−/−^ mice were protected from diet-induced inflammation. Mechanistically, we show that this is a consequence of curtailment of oxidative stress and reduced activation of the NLRP3 inflammasome in beta cells.

**Conclusions/interpretation:**

Our data demonstrate CB1R to be a negative regulator of beta cell function and a mediator of islet inflammation under conditions of metabolic stress. Our findings point to beta cell CB1R as a therapeutic target, and broaden its potential to include anti-inflammatory effects in both major forms of diabetes.

**Data availability:**

Microarray data have been deposited at GEO (GSE102027).

**Electronic supplementary material:**

The online version of this article (10.1007/s00125-018-4576-4) contains peer-reviewed but unedited supplementary material, which is available to authorised users.

## Introduction

Insulin secretion is tightly controlled as dysregulation has life-threatening consequences. When chronically stimulated, beta cell function deteriorates, and insufficient insulin secretion, especially when coupled with insulin resistance, causes glucose elevation and type 2 diabetes. Glucose metabolism is the primary trigger for insulin secretion, while other factors such as gastric inhibitory polypeptide (GIP) and glucagon-like peptide (GLP-1), cholecystokinin, amino acids (leucine and arginine) and acetylcholine enhance glucose-mediated insulin secretion [1, 2]. Negative regulators exist, with adrenaline (epinephrine), noradrenaline (norepinephrine) and somatostatin being the most studied [1, 3]. The endocannabinoid system (ECS) also has a regulatory role in beta cells. In humans and rodents, beta cells express the cannabinoid 1 receptor (CB1R, encoded by *Cnr1*), synthesise endocannabinoids (ECs) in a glucose-dependent manner [4, 5] and contain the enzymes necessary for EC degradation [4, 6–8]. In obesity, the ECS becomes overactive [8, 9].

CB1R is coupled to the G protein type G_i/o_, Gαi, which inhibits adenylyl cyclase (AC) and cAMP–protein kinase A signalling, activates mitogen-activated protein kinases (MAPKs) and stimulates ceramide synthesis in many tissues [10–13]. It also inhibits voltage-gated L-, N- and P/Q-type Ca^2+^ channels, inwardly rectifying K^+^ channels and leading to inhibition of signal transmission and release of secretory products [14, 15]. These complex but connected signalling pathways impact on many physiological processes, including exocytosis, cell survival and differentiation, metabolism and immune cell responses [11, 16]. Coupling CB1R to the G_αi_ protein indicates a potential negative regulatory role in beta cells, where AC positively regulates insulin secretion and beta cell function. We and others have dissected the actions of CB1R in metabolically active tissues using whole-body *Cnr1* (CB1R) knockout (CB1KO) rodents [17, 18] and pharmacological approaches [8, 19–24]. Nonetheless, the complexity of CB1R’s action, its presence in numerous tissues and the potential off-target effects of pharmacological approaches have confounded the study of CB1R in beta cells. The effects of specifically targeting CB1R in pancreatic beta cells and whether this has direct effects on beta cell function and/or whole-body metabolism have not been studied.

To further interrogate the functions of CB1R in adult beta cells, and to build upon previous work on CB1R blockers as therapeutic agents for obesity-related disorders, we generated an inducible beta cell specific CB1R knockout (β-CB1R^−/−^) mouse and studied the implications of CB1R ablation in beta cells under conditions of acute and chronic insulin resistance in vivo and ex vivo.

## Methods

For detailed methods, please refer to the electronic supplementary material (ESM) Methods.

### Materials

All materials and mouse strains used in this study are detailed in ESM Tables 1–7.

### Animals

Animal care and procedures were approved by the National Institute on Aging Animal Care and Use Committee. Mice were housed in groups of four using 12 h dark/light cycles, provided with water and fed ad libitum. *Cnr1*^flox/flox^ mice were generated as described in the ESM Methods. *Cnr1*^flox/flox^ mice were mated with MIP-Cre/ERT mice (University of Chicago, Chicago, IL, USA) and injected daily for 5 days with i.p. tamoxifen to obtain β-CB1R^−/−^ mice (*Cnr1*^flox/flox^:MIP-Cre/ERT^+^), β-CB1R^+/+^ control littermates (*Cnr1*^flox/flox^:MIP-Cre/ERT^−^) and MIP-Cre/ERT mice (*Cnr1*^wt/wt^:MIP-Cre/ERT^+^). CB1KO mice (NIH, Bethesda, MD, USA) were bred as described in the ESM Methods. Male mice (*n* = 6–7 mice/group) were aged to 25 weeks and body weights and metabolic variables were analysed. Body composition was analysed using NMR. Pancreases were fixed and processed for immunohistochemistry (anti-insulin [1:100; Dako], anti-glucagon [1:500; Sigma-Aldrich], anti-BrdU [1:100; Accurate Chemicals]). Islet size was quantified using Pancreas++ [25]. Hormones were quantified using ELISA. Methanol–chloroform-extracted ECs from plasma were analysed using LC-MS/MS, as described in the ESM Methods.

### Induction of acute insulin resistance

Male mice (*n* = 8–11 mice/group) were randomised to receive vehicle or S961 (0.05 nmol/h) via ALZET miniosmotic pumps. Blood glucose and insulin levels were measured from tail bleed at 0–6 days; mice were injected with BrdU (0.1 nmol/g) and euthanised 12 h later.

### Diet-induced obesity

Male mice (6–8 weeks old; *n* = 6–7/group) were randomised to a standard diet (16.7% kJ fat and 12.4% kJ sugar wt/wt) or high-fat/high-sugar diet (HFHS; 49.2% kJ fat and 32.2% kJ sugar wt/wt) for 15 weeks. Body weight and food consumption were measured weekly. At the end of the study, GTTs and metabolic measurements were performed. Metabolic measurements were measured using a Columbus Instruments Comprehensive Lab Monitoring System (CLAMS; Columbus Instruments), as described in ESM. Tissues (pancreas, liver and white adipose tissue) were dissected, weighed and flash frozen or fixed for immunohistochemistry (anti-CD3, anti-CD68, anti-thioredoxin-interacting protein [TXNIP] and anti-phospho [p][S536]-p65 [1:100; Abcam], anti-ceramide [1:10; Enzo Life Sciences]). Immunoprecipitated insulin receptor (IR) or IRS-2 from liver protein extracts (anti-IRS2 [Cell Signaling], anti-IR [Santa Cruz Biotechnology]; 1 μg) were subjected to Tris-glycine PAGE, immunoblotted with anti-IRS2 or anti-p-Tyr (1:1000; Santa Cruz Biotechnology), visualised by enhanced chemiluminescence and quantified using ImageJ.

### Ex vivo analysis of viability and metabolism of isolated islets

Freshly isolated islets were cultured in non-stimulatory conditions (2 mmol/l glucose) to quantify basal cAMP (*n* = 100 islets/mouse) and resting insulin secretion (*n* = 40 islets/mouse). Islets were cultured with exendin-4 (Ex-4) and 3-isobutyl-1-methylxanthine (IBMX; 25 μmol/l; Sigma-Aldrich), and intra-islet cAMP levels and insulin secretion were quantified. Islets (*n* = 100–120 islets/mouse) were infused with glucose (7.5 mmol/l) in a perifusion system and insulin secretion was quantified. Freshly isolated islets (*n* = 30 islets/group) were used to measure the oxygen consumption rate (OCR), extracellular acidification rate (ECAR) using an XFe24 Seahorse Analyzer (Agilent) and intra-islet levels of reactive oxygen species (ROS) as described in ESM. Islets (*n* = 30–50 islets/group) were cultured in the presence or absence of 500 μmol/l palmitate and 16.5 mmol/l glucose for 24 h. Islet viability, cAMP levels, mRNA expression (*Il1b*, *Nlrp3*, *Tnfa* [also known as *Tnf*], *Ldha*), cytokine secretion (IL-1β, TNF-α), protein phosphorylation (p-Erk1/2, p-SAPK/JNK, p-p38, p-p53, p-Stat1, p-HSP27) and cleavage (caspase 3, PARP) were measured. Islets (*n* = 15 islets/group) were incubated with a mixture of cytokines (10 ng/ml IL-1β, 50 ng/ml TNF-α and 50 ng/ml IFN-γ) or vehicle for 18 h and cytotoxicity was assayed. There were at least three replicates in all experiments.

### Flow cytometry

Pancreatic lymphocytes were isolated after pancreas perfusion and cells were stained using PE anti-mouse CD8a and FITC anti-mouse CD69 (Biolegend), as detailed in the ESM Methods. Populations were determined by using BD FACSCanto II and BD FACSDiva software (BD Biosciences).

### Microarray analysis

Microarray experiments and analysis were performed as previously described [26].

### Method of randomisation

Age and sex-matched littermate mice were randomly assigned to vehicle, S961, standard diet or HFHS.

### Quantification and statistical analysis

Data are presented as means ± SEM. No statistical method was used to predetermine the sample size. Differences between mean values for variables within individual experiments were compared statistically using Student’s *t* test or ANOVA, as appropriate. Comparisons were performed using GraphPad Prism version 6.0. *p* ≤ 0.05 was considered statistically significant.

## Results

### β-CB1R^−/−^ mice have increased beta cell proliferation and improved glucose homeostasis

Conditional β-CB1R^−/−^ mice were obtained by mating *Cnr1*^flox/flox^ with MIP-Cre/ERT mice (ESM Fig. 1). Six-week old β-CB1R^−/−^ and β-CB1R^+/+^ mice were injected with tamoxifen for 5 days and monitored until 25 weeks of age (Fig. 1a–d). No difference in body weight (Fig. 1b) or body composition (ESM Fig. 2a–d) was observed between β-CB1R^+/+^ and β-CB1R^−/−^ mice. Fasting plasma insulin levels were significantly increased (153 ± 23%) by 10 weeks of age in β-CB1R^−/−^ mice compared with baseline and were significantly higher than in β-CB1R^+/+^ (Fig. 1c) and MIP-Cre/ERT mice (ESM Fig. 2e), which was reflected in lower fasting blood glucose (FBG) levels (Fig. 1d, ESM Fig. 2f). β-CB1R^−/−^ mice were more glucose tolerant than β-CB1R^+/+^ mice in an IPGTT (Fig. 1e). After oral glucose-lipid challenge, β-CB1R^−/−^ mice had higher circulating insulin levels than β-CB1R^+/+^ mice (Fig. 1f, ESM Fig. 2g). At 10 weeks, beta cell proliferation was increased 5.6-fold in β-CB1R^−/−^ mice (Fig. 1g–i), and the islet area was significantly greater (1.9-fold) than in β-CB1R^+/+^ (Fig. 1j) and MIP-Cre/ERT (ESM Fig. 2h, i) mice, with no change in islet number (ESM Fig. 2j). Beta cell proliferation is regulated by insulin, cytokines and prolactin, which stimulate *Igf1* expression in beta cells [27]. The trophic changes observed were independent of intra-islet IGF-1, since *Igf1* expression was decreased in β-CB1R^−/−^ compared with β-CB1R^+/+^ islets (Fig. 1k).

**Fig. 1:**
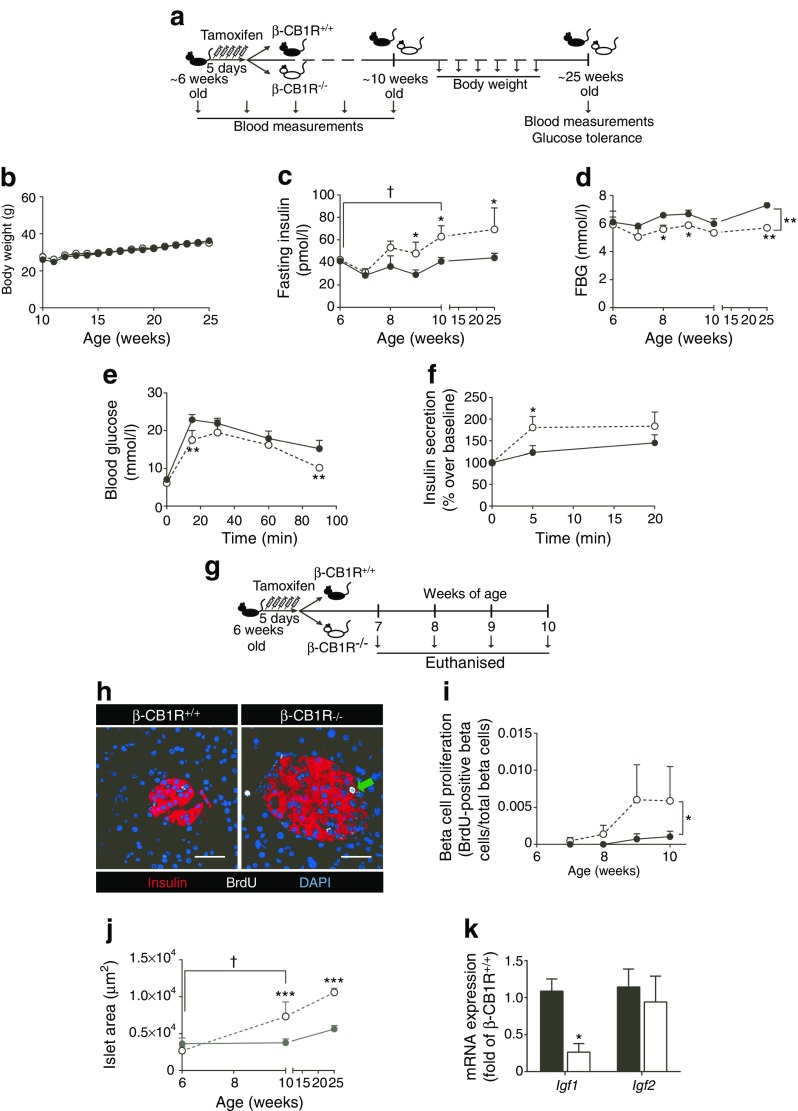
Insulin levels, glucose levels and beta cell proliferation in β-CB1R^−/−^ mice. (**a**) Schematic of the experimental design. Six-week-old MIP-Cre/ERT-*Cnr1*^flox/flox^ mice were injected with i.p. tamoxifen for 5 consecutive days. (**b**) Body weight, (**c**) fasting plasma insulin and (**d**) FBG levels in β-CB1R^+/+^ and β-CB1R^−/−^ mice were measured at the indicated ages. (**e**) IPGTTs and (**f**) mixed glucose–lipid stimulated insulin secretion were examined at 25 weeks of age. (**g**) Mice were injected with BrdU prior to euthanasia at 8, 9 and 10 weeks of age. (**h**) Immunostaining for insulin (red), BrdU (white; green arrow) and nuclei (DAPI; blue) in pancreases from β-CB1R^+/+^ and β-CB1R^−/−^ mice (scale bars, 50 μm). (**i**) Analysis of beta cell proliferation (% BrdU-positive beta cells/total beta cells) and (**j**) islet area (*n* = 100 islets/group). (**k**) Relative mRNA expression of *Igf1* and *Igf2* in isolated islets. *n* = 6 mice in 6- and 25-week old β-CB1R^+/+^ groups and in 6- and 8-week old β-CB1R^−/−^ groups; *n* = 7 mice in 7–10-week old β-CB1R^+/+^ groups and in 7-, 9-, 10- and 25-week old β-CB1R^−/−^ groups. Black circles/bars, β-CB1R^+/+^; white circles/bars, β-CB1R^−/−^. Data are means ± SEM. Significance by ANOVA or *t* test, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 vs β-CB1R^+/+^; ^†^*p* ≤ 0.05 vs week 0. See also ESM Figs. 1,2

### CB1R ablation in beta cells reduced hyperglycaemia during acute insulin resistance

We examined whether β-CB1R^−/−^ mice would still respond to acute insulin resistance using S961, a competitive antagonist of the IR [28]. Ten-week-old β-CB1R^+/+^ and β-CB1R^−/−^ mice were implanted with miniosmotic pumps containing vehicle or S961. Glucose and insulin levels were followed daily for 6 days (Fig. 2a). By day 6, non-FBG was significantly lower in S961-treated β-CB1R^−/−^ mice (19.7 ± 1.9 mmol/l) than in β-CB1R^+/+^ (28.3 ± 1.3 mmol/l) (Fig. 2b) and MIP-Cre/ERT mice (ESM Fig. 3a). S961 treatment increased circulating insulin levels in β-CB1R^+/+^ mice, but even more so in β-CB1R^−/−^ mice (Fig. 2c). By day 6, S961 had caused a 21-fold increase in beta cell proliferation per islet in β-CB1R^+/+^ mice compared with baseline, and to a lesser extent (6.5-fold) in β-CB1R^−/−^ mice (Fig. 2d, e, ESM Fig. 3b). Increased beta cell proliferation in S961-β-CB1R^+/+^ mice resulted in increased beta cell number and larger islets (Fig. 2f, g). β-CB1R^−/−^ mice already had significantly more beta cells than β-CB1R^+/+^ mice; a 6.5-fold increase in proliferation in β-CB1R^−/−^ mice was sufficient to further increase total beta cell numbers when mice were treated with S961 (Fig. 2f). Alpha cell numbers were comparable between strains; S961 treatment resulted in increased alpha cell numbers only in β-CB1R^+/+^ mice (ESM Fig. 3c). S961 treatment did not lead to a further increase in islet size in β-CB1R^−/−^ mice compared with β-CB1R^+/+^ mice (Fig. 2g) because beta cell turnover was close to its maximum potential due to the absence of CB1R, and a further slight increase in proliferation did not significantly increase size. Beta cell apoptosis, as assessed by TUNEL staining (ESM Fig. 3d, e), and immune cell infiltration were not observed in or around islets (ESM Fig. 3f).

**Fig. 2:**
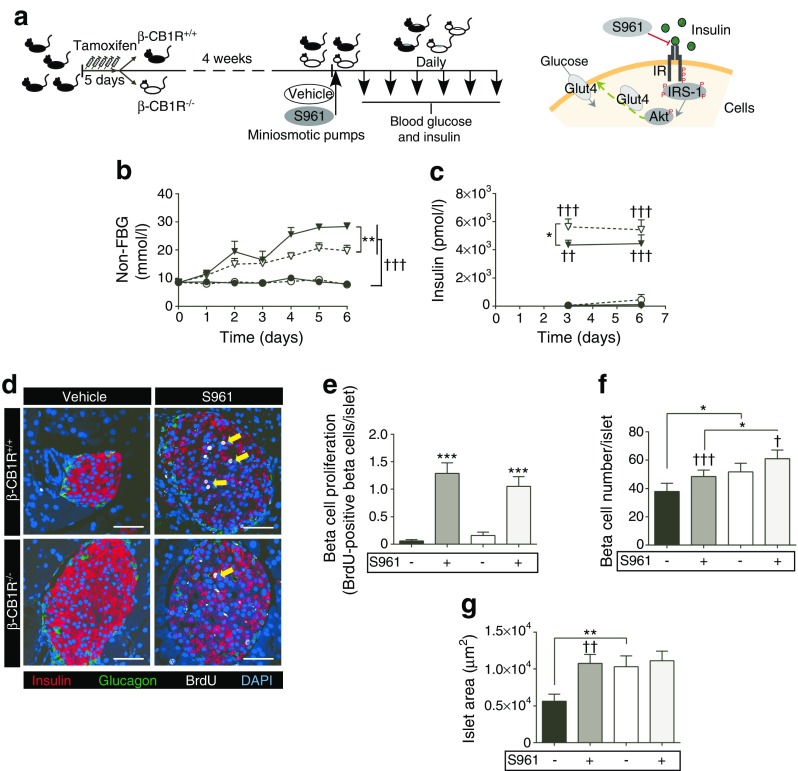
β-CB1R^−/−^ mice are more resistant to the hyperglycaemic effects of S961 than β-CB1R^+/+^ mice. (**a**) Schematic of the experimental design. Miniosmotic pumps containing vehicle or 10 nmol S961 (1.2 nmol/day) were implanted subcutaneously in 10- to 12-week-old β-CB1R^+/+^ and β-CB1R^−/−^ mice 1 month after tamoxifen injections. (**b**) Non-FBG was measured daily and (**c**) plasma insulin levels were measured at days 3 and 6 after pump implantation. (**d**) Immunostaining for insulin (red), glucagon (green), BrdU (white; yellow arrows) and nuclei (DAPI; blue) of pancreases (scale bars, 50 μm). (**e**) Quantification of beta cell proliferation (BrdU-positive beta cells per islet), (**f**) beta cell number per islet and (**g**) islet area. *n* = 100 islets/group. *n* = 8 S961-β-CB1R^+/+^, *n* = 11 S961-β-CB1R^−/−^ mice, *n* = 9 vehicle mice. Black circles/bars, β-CB1R^+/+^ mice treated with vehicle; black triangles/dark grey bars, β-CB1R^+/+^ mice treated with S961; white circles/bars, β-CB1R^−/−^ mice treated with vehicle; white triangles/light grey bars, β-CB1R^−/−^ mice treated with S961. Data are means ± SEM. Significance by *t* test, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 vs β-CB1R^+/+^ and ^†^*p* ≤ 0.05, ^††^*p* ≤ 0.01, ^†††^*p* ≤ 0.001 vs vehicle. See also ESM Fig. 3

### β-CB1R^−/−^ mice fed an HFHS diet gained more weight and became more glucose intolerant than β-CB1R^+/+^ mice

β-CB1R^+/+^ and β-CB1R^−/−^ mice, 10–12 weeks old, were fed an HFHS diet (HFHS-mice) for 15 weeks (Fig. 3a) as a chronic stimulus for insulin secretion/production. β-CB1R^−/−^ mice had similar body weight (35–36 g) to β-CB1R^+/+^ mice when fed a standard diet (SD-mice). However, HFHS-β-CB1R^−/−^ mice gained 21 ± 4% more weight than HFHS-β-CB1R^+/+^ and MIP-Cre/ERT mice (Fig. 3b, ESM Fig. 4), with comparable food intake (Fig. 3c). This phenotype is distinct from the global CB1KO mouse phenotype, with the latter weighing less than SD- or HFHS-fed β-CB1R^+/+^ and β-CB1R^−/−^ mice (ESM Fig. 5a), demonstrating that this effect is specific to CB1R ablation in beta cells. Liver and subcutaneous adipose tissue from HFHS-β-CB1R^−/−^ mice weighed significantly more than that from control littermates (Fig. 3d), while CB1KO mouse liver and subcutaneous adipose tissue weighed less than that from control littermates (ESM Fig. 5b). HFHS-β-CB1R^+/+^ mice had a higher respiratory exchange rate (RER) during daylight compared with HFHS-β-CB1R^−/−^ mice (0.79 ± 0.01 vs 0.74 ± 0.01) (Fig. 3e). RER, the ratio of carbon dioxide production/oxygen consumption, estimates the fuel source since glucose metabolism requires more oxygen than fat [29]. At night-time the fuel source is the consumed food. The lower RER in HFHS-β-CB1R^−/−^ mice during daylight reflects increased fat utilisation because of differences in fat depots. HFHS-β-CB1R^−/−^ mice had lower activity during the night (active cycle) than HFHS-β-CB1R^+/+^ mice (Fig. 3f). HFHS-β-CB1R^−/−^ mice became more insulin intolerant, as demonstrated by higher FBG (Fig. 4a) and fasting plasma insulin (Fig. 4b) levels than HFHS-β-CB1R^+/+^ mice. Liver IRS-2 protein levels, an indicator of insulin resistance [30], were lower in HFHS-β-CB1R^+/+^ compared with SD-β-CB1R^+/+^ mice (Fig. 4c, ESM Fig. 5c). SD-β-CB1R^−/−^ mice had lower liver IRS-2 levels than SD-β-CB1R^+/+^ mice, which were unchanged on an HFHS diet (Fig. 4c, ESM Fig. 5c). This suggests that even on a standard diet, insulin resistance occurs in the livers of β-CB1R^−/−^ mice, probably as an adaptation to mitigate hypoglycaemia. IR phosphorylation was also decreased in HFHS-β-CB1R^−/−^ mice compared with HFHS-β-CB1R^+/+^ mice (ESM Fig. 5d). Blockade of CB1R in the liver alleviates diet-induced insulin resistance by increasing insulin sensitivity [12]. To determine whether acute pharmacological inhibition of peripheral CB1R (i.e. liver and/or muscle) could alleviate insulin resistance in HFHS-β-CB1R^−/−^ mice, we administered the peripherally restricted CB1R antagonist JD-5037 [19] i.p. 30 min before an ITT. JD-5037 increased insulin sensitivity in HFHS-β-CB1R^+/+^ mice (ESM Fig. 5e), and more so in the insulin-intolerant HFHS-β-CB1R^−/−^ mice (ESM Fig. 5f). During an IPGTT, HFHS-β-CB1R^−/−^ mice had higher blood glucose than HFHS-β-CB1R^+/+^ mice, probably because of increased insulin resistance (Fig. 4d). Interestingly, early insulin secretion was protected in HFHS-β-CB1R^−/−^ mice (Fig. 4e). Similar results were obtained during an OGTT (Fig. 4f, g). Stimulated GLP-1 and GIP plasma levels were significantly lower in HFHS-β-CB1R^−/−^ compared with HFHS-β-CB1R^+/+^ mice 20 min after glucose-lipid challenge (Fig. 4h, i), which probably indicates a homeostatic negative feedback response to prevent hyperinsulinaemia.

**Fig. 3:**
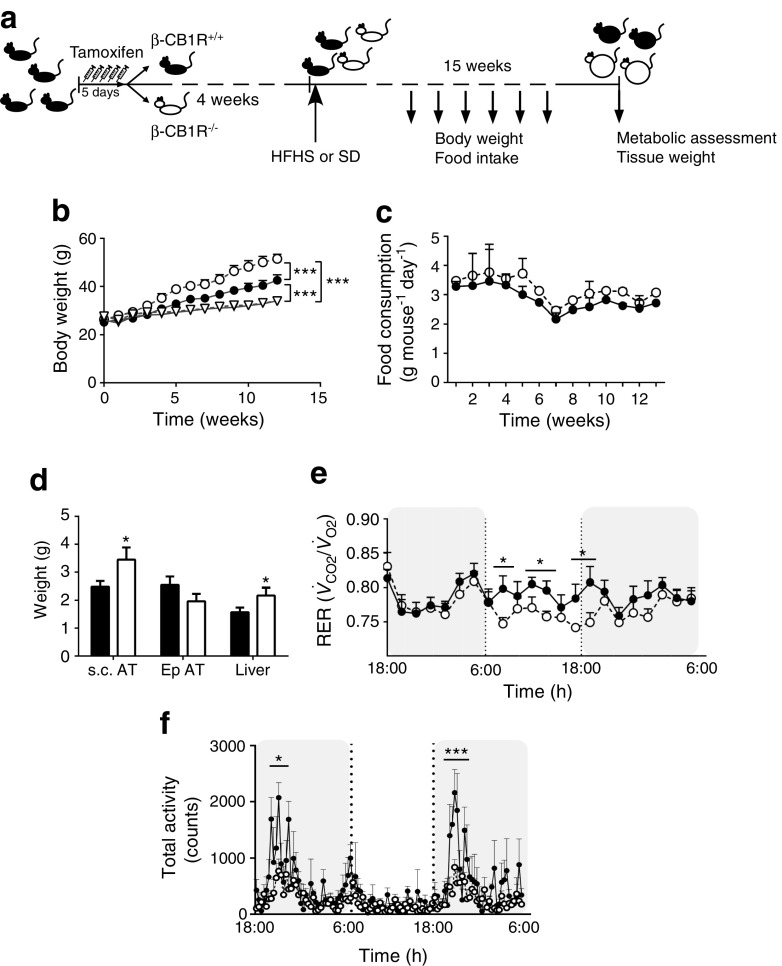
β-CB1R^−/−^ mice become more obese than β-CB1R^+/+^ mice when placed on an HFHS diet. (**a**) Schematic of the experimental design. Six- to 8-week-old mice were injected with tamoxifen and 1 month later were placed on an HFHS diet or standard diet (SD) for 15 weeks. (**b**) Body weight and (**c**) HFHS food intake. (**d**) Liver and epididymal (Ep) and s.c. adipose tissue (AT) were dissected and weighed at week 15. (**e**) Respiratory exchange rate (RER) and (**f**) total physical activity (*x*-axis activity as measured by CLAMS in mice on an HFHS diet. Black triangles, SD-β-CB1R^+/+^ (not visible as covered by the white triangles in **b**); black circles/bars, HFHS-β-CB1R^+/+^; white triangles, SD-β-CB1R^−/−^; white circles/bars, HFHS-β-CB1R^−/−^. *n* = 7 mice/group. Data are means ± SEM. Significance by ANOVA or *t* test, *p ≤ 0.05, ***p ≤ 0.001 vs β-CB1R^+/+^. See also ESM Fig. 4

**Fig. 4:**
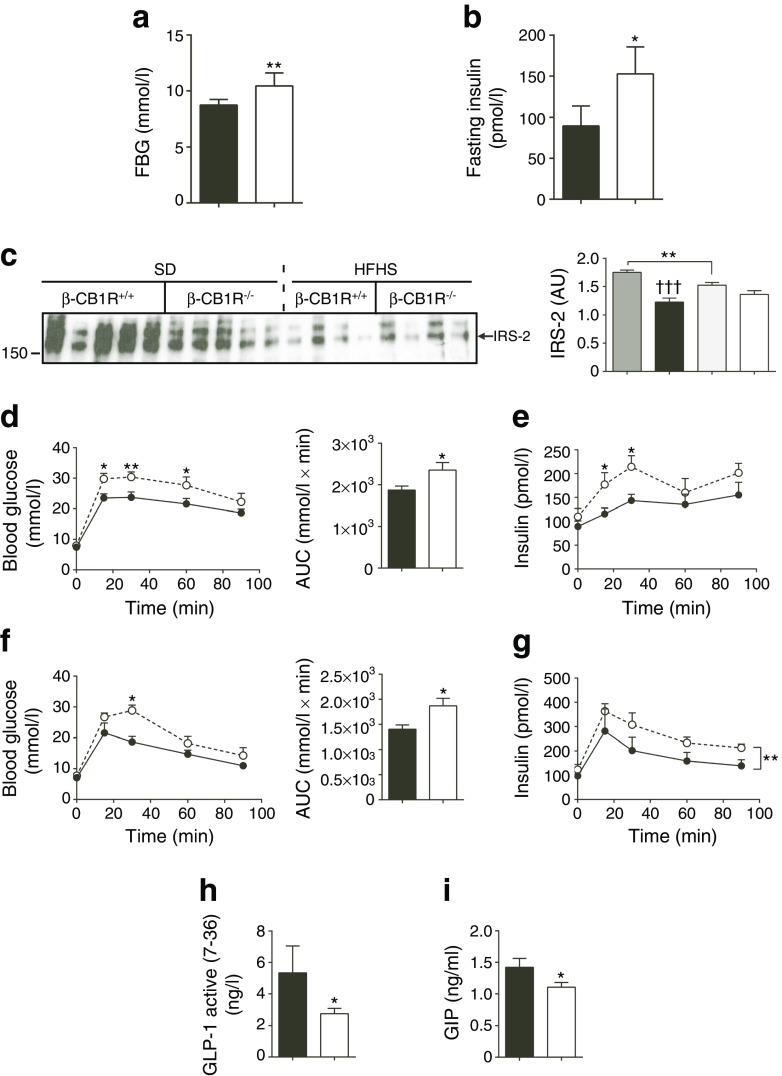
β-CB1R^−/−^ mice become more insulin resistant than β-CB1R^+/+^ mice when placed on an HFHS diet. (**a**) FBG and (**b**) fasting plasma insulin levels. (**c**) Western blot analysis of IRS-2 immunoprecipitated from liver extracts and graph of band density analysed by ImageJ. (**d**, **e**) IPGTT and (**f**, **g**) OGTT (1.5 g/kg glucose) (**d**, **f** blood glucose over time and AUC; **e**, **g** plasma insulin over time). Stimulated (**h**) GLP-1 and (**i**) GIP levels in plasma upon oral glucose–lipid challenge (20 min). *n* = 7 mice. Dark grey bar, SD-β-CB1R^+/+^; black circles/bars, HFHS-β-CB1R^+/+^; light grey bar, SD-β-CB1R^−/−^; white circles/bars, HFHS-β-CB1R^−/−^ . Data are means ± SEM. Significance by ANOVA or *t* test, *p ≤ 0.05, **p ≤ 0.01 vs β-CB1R^+/+^; ^†††^*p* ≤ 0.001 vs standard diet. See also ESM Fig. 5

### CB1R ablation in beta cells leads to enhanced function in isolated islets

To study the enhanced beta cell function observed in β-CB1R^−/−^ mice, we isolated islets for ex vivo analysis (Fig. 5a). β-CB1R^−/−^ islets were visually bigger than those from β-CB1R^+/+^ mice (Fig. 5b), consistent with in situ measurements (Fig. 1j). CB1R is constitutively active under non-stimulated conditions, and thus inverse agonists or genetic ablation should eliminate basal activity [31]. Non-stimulated, resting intracellular cAMP levels (Fig. 5c) and insulin secretion (Fig. 5d) were increased in β-CB1R^−/−^ compared with β-CB1R^+/+^ islets (217 ± 33% and 175 ± 10%, respectively). Ex-4-stimulated AC activity resulted in a 391 ± 9% increase in cAMP levels in β-CB1R^−/−^ islets compared with 176 ± 4% in β-CB1R^+/+^ islets (Fig. 5e). Ex-4-stimulated glucose-mediated insulin secretion was also significantly higher in β-CB1R^−/−^ compared with control islets (Fig. 5f). Islets were placed in a perifusion system [8] to examine glucose-stimulated insulin secretion (Fig. 5g). β-CB1R^−/−^ islets had increased insulin secretion, an earlier peak of the first phase and greater AUC for insulin than β-CB1R^+/+^ islets (Fig. 5g), all likely resulting from increased AC activity (Fig. 5c). Similar results were found in CB1KO islets (ESM Fig. 6a). To mimic diet-induced beta cell damage, we cultured isolated islets with or without high glucose and palmitate (HGP) for 24 h (Fig. 5h). Loss of viability as seen in HGP-β-CB1R^+/+^ islets was not observed in HGP-β-CB1R^−/−^ islets (Fig. 5i). HGP-β-CB1R^−/−^ islets also had higher intracellular cAMP levels (required for maximal insulin secretion) than control littermates, reflecting increased beta cell functional capacity (Fig. 5j).

**Fig. 5:**
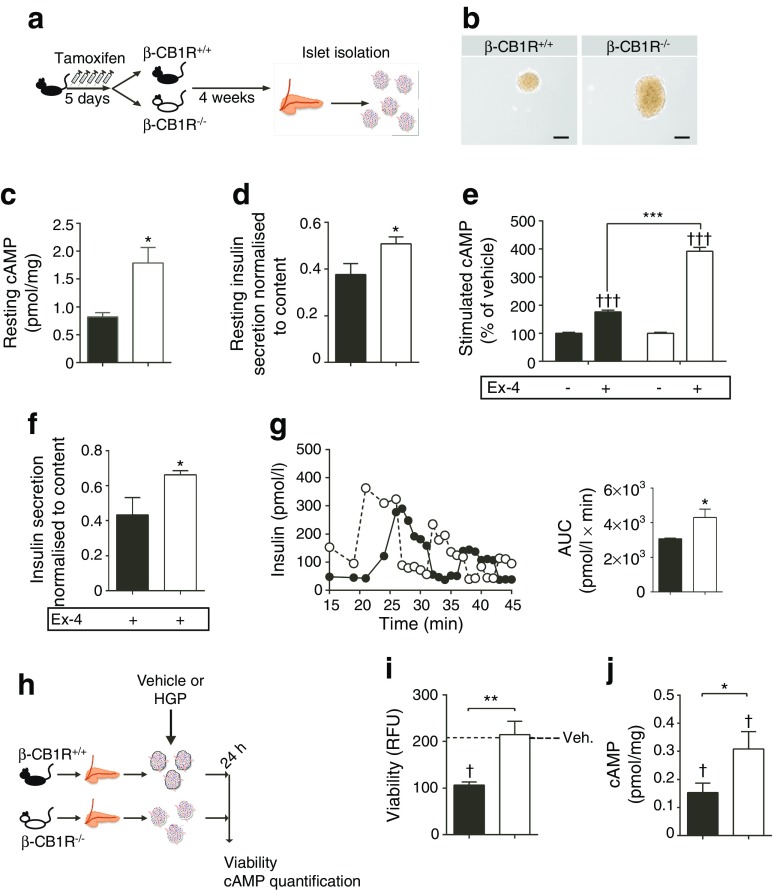
Pancreatic islets from β-CB1R^−/−^ mice secrete more insulin and are protected from HGP stress ex vivo. (**a**) Schematic of the experimental design. Pancreatic islets were isolated from β-CB1R^+/+^ and β-CB1R^−/−^ mice 1 month after tamoxifen injections. (**b**) Representative images of islets (scale bars, 100 μm). (**c**) Resting intra-islet cAMP and (**d**) insulin secretion were quantified under non-stimulatory conditions (2 mmol/l glucose). (**e**) Islets (*n* = 40) were stimulated in vitro with 0.33 nmol/l Ex-4 in the presence of IBMX and 7.5 mmol glucose, and intra-islet cAMP was quantified. (**f**) Ex-4-mediated glucose-dependent insulin secretion from freshly isolated islets. (**g**) Glucose-stimulated insulin secretion from perifused β-CB1R^+/+^ and β-CB1R^−/−^ islets with AUC (*n* = 100 islets; *n* = 4 mice). (**h**) Schematic of the experimental design. Islets isolated from β-CB1R^+/+^ and β-CB1R^−/−^ mice were incubated with HGP (glucose 16.5 mmol/l, palmitate 500 μmol/l) for 24 h. (**i**) Viability of HGP-treated islets (the dotted line represents the vehicle control [Veh.]). RFU, relative fluorescence units. (**j**) Intra-islet cAMP levels after treatment with HGP. Black circles/bars, β-CB1R^+/+^; white circles/bars, β-CB1R^−/−^. *n* = 7 mice; *n* = 3 independent experiments with *n* = 40–50 islets. Data are means ± SEM. Significance by *t* test, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 vs β-CB1R^+/+^; ^†^*p* ≤ 0.05, ^†††^*p* ≤ 0.001 vs vehicle

### CB1R ablation in beta cells leads to a metabolic shift and reduces ROS production

CB1R impacts mitochondrial metabolism in muscle and neurons [32, 33], and ATP generation via glucose metabolism is required for insulin secretion [34]. We analysed mitochondrial metabolism in β-CB1R^−/−^ islets by measuring the OCR and ECAR (Fig. 6a–c). Islets were pre-incubated for 1 h in 2 mmol/l glucose; the addition of 16.5 mmol/l glucose increased mitochondrial respiration (oligomycin-inhibited ΔOCR) by 185 ± 8% in β-CB1R^+/+^ islets, and to a lesser extent (158 ± 9%) in β-CB1R^−/−^ islets (Fig. 6b, ESM Fig. 6b). The OCR was inhibited by oligomycin in both strains, indicating that the oxygen consumption was due to mitochondrial respiration. The basal ECAR (an indicator of lactate production) was equal in both strains, and the addition of glucose significantly increased the ECAR in β-CB1R^−/−^ islets compared with β-CB1R^+/+^ islets (509 ± 94% vs 311 ± 28%; Fig. 6c). Mitochondria are the primary source of ROS, and a high respiration rate is associated with ROS production [35]. Islets from fasted β-CB1R^−/−^ mice had significantly lower ROS production compared with β-CB1R^+/+^ mice (Fig. 6d). *Ldha* expression significantly increased only in HGP-β-CB1R^−/−^ islets (Fig. 6e), in concordance with the ECAR data.

**Fig. 6:**
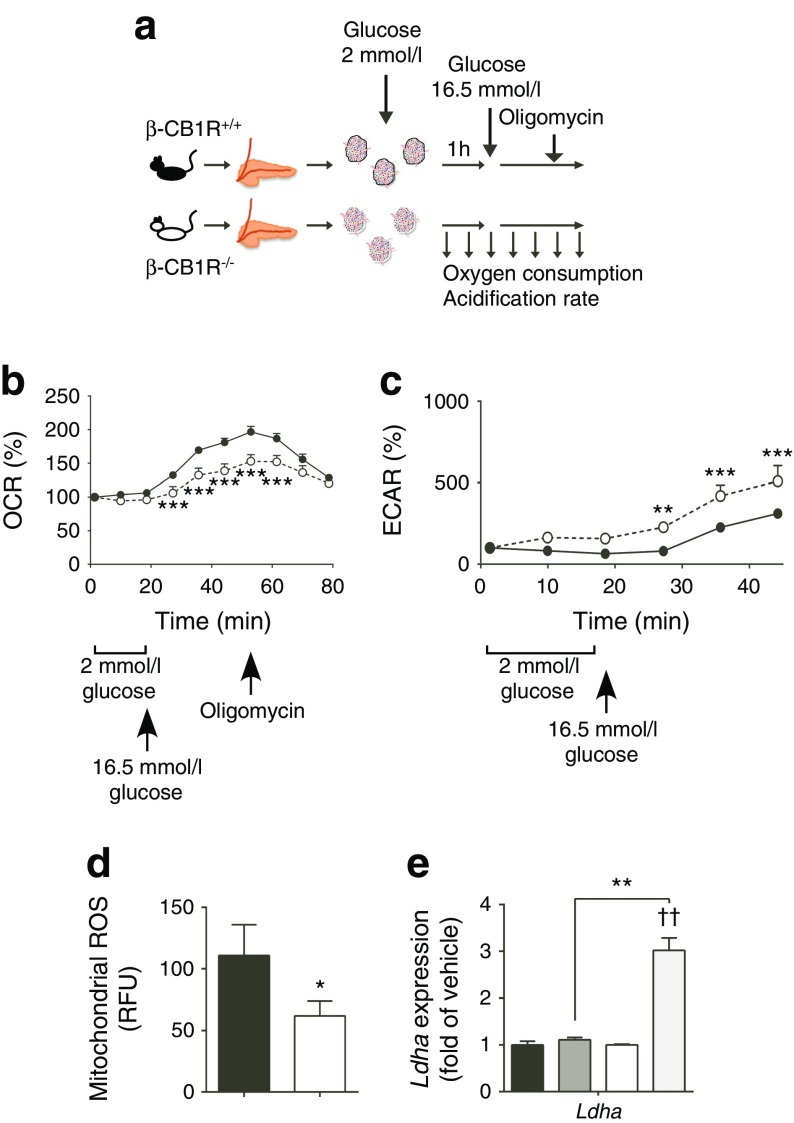
β-CB1R^−/−^ islets have a metabolic shift and produce fewer ROS. (**a**) Schematic of the experimental design. Pancreatic islets were isolated from β-CB1R^+/+^ and β-CB1R^−/−^ mice a month after tamoxifen injections. Freshly isolated islets (*n* = 30) were incubated in 2 mmol/l glucose and (**b**) the OCR and (**c**) ECAR were measured using Seahorse Technology when stimulated with 16.5 mmol/l glucose. *n* = 30 islets, *n* = 6–8 replicates. Black circles, β-CB1R^+/+^; white circles, β-CB1R^−/−^. (**d**) Mitochondrial production of ROS in freshly isolated islets. RFU, relative fluorescence units. (**e**) Relative mRNA expression of *Ldha* in HGP-treated β-CB1R^+/+^ (black bar, vehicle; dark grey bar, HGP) and β-CB1R^−/−^ (white bar, vehicle; light grey bar, HGP) islets. *n* = 3 independent experiments with *n* = 30–50 islets. Data are means ± SEM. Significance by *t* test, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 vs β-CB1R^+/+^; ^††^*p* ≤ 0.01 vs vehicle. See also ESM Fig. 6

### CB1R ablation in beta cells protects islets from metabolic stress and inflammation

Obesity-related molecules such as ROS, ceramides, palmitate and elevated circulating glucose activate the NLRP3 (NLR family, pyrin domain containing 3) inflammasome through phosphorylation of NFκB p65, leading to immune cell infiltration [36–41]. ROS activates NLRP3 by inducing a direct interaction with TXNIP [36–38]. HFHS-β-CB1R^−/−^ mice (Fig. 7a) had lower intra-islet levels of TXNIP and ceramide than HFHS-β-CB1R^+/+^ mice (Fig. 7b). Intra-islet levels of p-p65 were significantly higher in HFHS-β-CB1R^+/+^ compared with HFHS-β-CB1R^−/−^ mice (Fig. 7b). Infiltrating cells, such as T cells (CD3^+^) and macrophages (CD68^+^), were observed in close proximity to blood vessels, and in and around the islets of HFHS-β-CB1R^+/+^ mice (yellow arrows, Fig. 7b, c, ESM Fig. 7a). Flow cytometry analysis showed that the T cells were CD69^+^ (ESM Fig. 7a). Such infiltration was absent in β-CB1R^−/−^ mice fed an HFHS diet for 15 weeks (Fig. 7a, c, ESM Fig. 7b). Circulating EC levels remained unchanged (ESM Fig. 7c) and intra-islet *Cnr2* expression was significantly lower (ESM Fig. 7d) in β-CB1R^−/−^ mice; there was no compensation by the cannabinoid 2 receptor (CB2R), the main EC receptor in immune cells, or activation of CB1R in other islet cell types that explained the reduced immune cell infiltration. β-CB1R^−/−^ islets had lower *Il1b*, *Nlrp3* and *Tnfa* expression than β-CB1R^+/+^ islets (Fig. 7d–f). 

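Total RNA from hand-picked islets of male mice on a standard diet was labelled with Cy3 and hybridised to 1-colour Agilent mouse gene expression arrays. The arrays came from 4 β-CB1R+/+ mice and 3 β-CB1R-/- mice, and the second β-CB1R-/- mouse was hybridised to 2 repeat arrays, which makes 8 arrays. The genotype is taken from the paper and from the title and design of the deposited series, which name the β-cell-specific knockout; the sample labels give only CB1 knockout or wild type, and their description of the animals speaks of the global knockout. All 8 arrays were on 1 slide, with the β-CB1R+/+ arrays on one side and the β-CB1R-/- arrays on the other, so that array position and genotype cannot be told apart. The authors deposited the scanner output, in which Feature Extraction had subtracted the background from each spot's intensity without scaling between arrays, and a Z score of each array that matched the standardised log10 intensities of all its spots to within 0.00503. The scanner intensities were used here. Log2 intensities were taken relative to the 75th percentile of each array's non-control spots, spots marked as irregular were left out, spots of a probe were averaged, and the repeat arrays were averaged into 1 sample. Between 33612 and 37480 of the 55681 probes were well above background on the β-CB1R+/+ arrays, and between 33308 and 39989 on the β-CB1R-/- arrays. The log2 difference between the repeat arrays had an SD of 0.46, against 0.53 to 0.87 between different mice of one genotype. The 39160 probes well above background in at least 3 of the 7 mice were compared between the genotypes with limma, with Benjamini-Hochberg adjustment over these probes. Accession numbers of the probes were matched to gene symbols for 22129 of them. The number of arrays limits the precision: on simulated data with these group sizes, 54% of the probes changed by 2 on the log2 scale were recovered. Intensities of named genes are given as log2 relative to the 75th percentile, with the SD between mice. The islets of both genotypes also carried acinar transcripts, the brightest at intensities close to that of *Ins1*.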

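The probe for *Cnr1* had a log2 intensity of −0.60 ± 0.46 (SD, n = 4 mice) in β-CB1R+/+ islets and −2.57 ± 0.49 (SD, n = 3 mice) in β-CB1R-/- islets. The log2 fold change was −1.97 (standard error 0.33, adjusted p = 0.193 over all probes and 0.0101 adjusted over the list alone of the 30 genes the paper names that could be tested). Each β-CB1R-/- mouse was below each β-CB1R+/+ mouse (exact permutation test of the difference in means, two-sided p = 0.0286, the smallest p that 4 mice against 3 allow). *Txnip* had a log2 fold change of 0.59 (standard error 0.47, adjusted p = 0.999), and its intensity was higher in the 3 mice with high *Fos* (3.81 to 4.72; 2 β-CB1R+/+ mice and 1 β-CB1R-/- mouse) than in the other 4. A dimmer probe for *Txnip* gave 0.20 (standard error 0.31, adjusted p = 0.999). The brightest of the probes for *Nlrp3* was close to background, well above it on 3 of the 4 β-CB1R+/+ arrays and 1 of the 4 β-CB1R-/- arrays, and its log2 fold change was −0.42 (standard error 0.20, adjusted p = 0.999), against 0.059 for the other probe. The alternative that moved the log2 fold change of *Cnr1* most was a normexp background correction (−1.08), and the methods' *t* test without adjustment placed *Cnr1* and *Nlrp3* past its threshold. *Il1b* had a log2 fold change of −0.31 (standard error 0.26, adjusted p = 0.999). The log2 fold change was −0.096 for *Nfkb1* and 0.050 for *Rela*, both less than the SD between β-CB1R-/- mice, and each changed sign without β-CB1R-/- replicate 2 (0.027 and −0.11). A dimmer probe for *Nfkb1* gave −0.26 (standard error 0.28, adjusted p = 0.999). The probe for *Tnf* was well above background on 1 of the 8 arrays and was not compared.

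Lists of genes for the 5 pathways were written before the data were examined, since the text does not name the genes in each, and were compared with all other genes by limma's camera test on the brightest probe of each gene. The median log2 fold change in β-CB1R-/- relative to β-CB1R+/+ islets was −0.034 over 40 genes of CB1R signalling, with 17 higher and 23 lower (adjusted p = 0.777 over the 5 lists). It was 0.053 over 25 genes of TXNIP and the NLRP3 inflammasome, with 15 higher and 10 lower (adjusted p = 0.241). It was 0.058 over 46 genes of NFκB signalling, with 29 higher and 17 lower (adjusted p = 0.241). It was −0.058 over 53 genes of TNF-α signalling, with 24 higher and 29 lower (adjusted p = 0.777). It was −0.0026 over 45 genes of IL-1β signalling, with 22 higher and 23 lower (adjusted p = 0.472). The camera test gave the upward direction for all 5 lists, against the sign of the median for CB1R, TNF-α and IL-1β signalling, and the mean log2 fold change was below 0 only for CB1R signalling (−0.018). None of the 5 lists passed an adjusted p of 0.05 with fry or with camera at an estimated correlation either. The alternative that moved these tests most left out β-CB1R-/- replicate 1, with an adjusted p of 0.00445 for NFκB signalling in the upward direction and a median of 0.073. Of the 158 genes in the lists together, 83 were higher and 75 lower; 10 had an unadjusted limma p under 0.05 and 0 an adjusted p under 0.05 over all probes. Adjusted over the list alone, 1 gene of CB1R signalling (*Cnr1*) passed and 0 genes of the other lists. An observed uniform fall of 0.3 on the log2 scale over CB1R signalling would have passed an unadjusted p of 0.05 with fry at the spread between these mice. For any of the other lists an observed uniform fall of 0.2 would have passed. These falls were set exactly, without sampling error in the group difference, so a true fall of that size could still be missed. The paper sets the array comparison beside its RT-PCR measurements of *Il1b*, *Nlrp3* and *Tnfa* in islets (Fig. 7d–f).

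**Figure D1:**
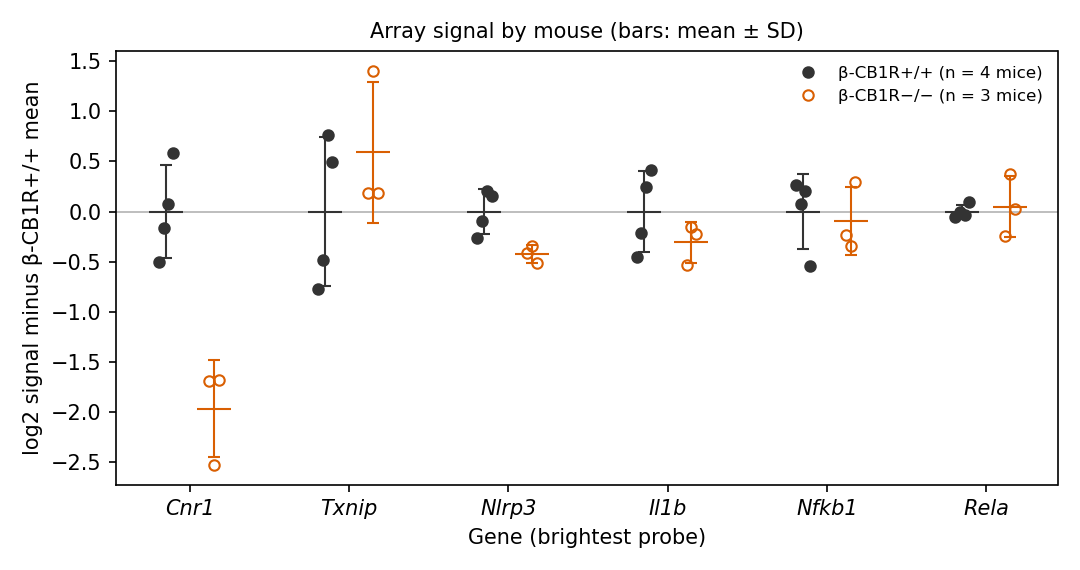
Log2 intensity of 6 genes in each mouse, as the difference from the β-CB1R+/+ mean (y axis), by gene (x axis). Filled points are the 4 β-CB1R+/+ mice, open points the 3 β-CB1R-/- mice, and bars the mean ± SD; the groups do not overlap for *Cnr1*, where the nearest mice of the groups are 1.17 apart, nor for *Nlrp3*, where they are 0.075 apart.

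**Figure D2:**
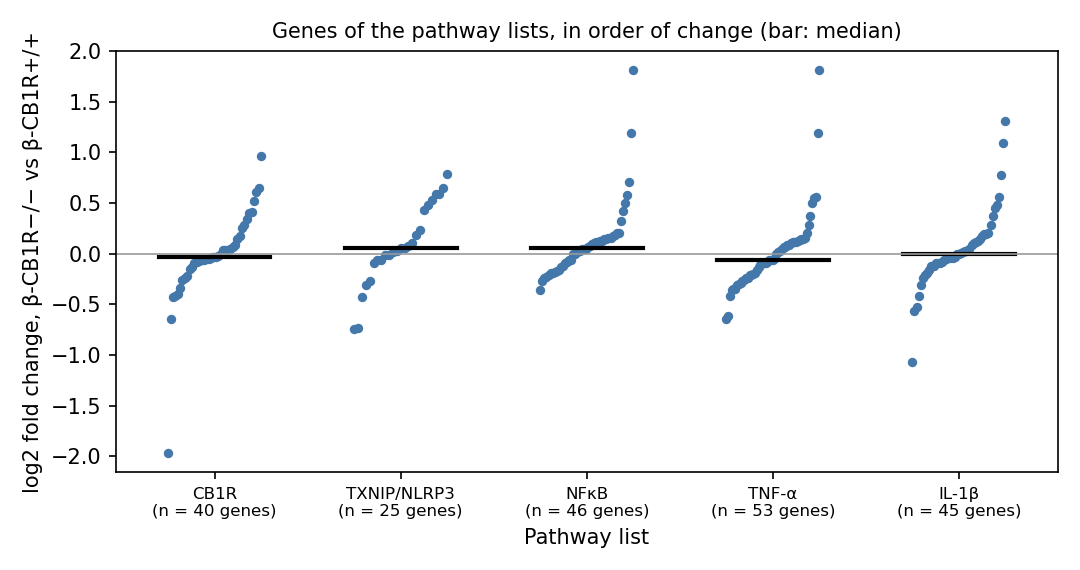
Log2 fold change between β-CB1R-/- and β-CB1R+/+ islets (y axis) of each gene of the 5 pathway lists (x axis), with genes in order of change and a bar at the median. The medians lie between −0.058 and 0.058.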

Microarray analysis confirmed a downregulation of CB1R, TXNIP, NFκB, TNF-α and IL-1β pathways in β-CB1R^−/−^ relative to β-CB1R^+/+^ islets (ESM Fig. 7e). *Tnfa* expression was increased only in HGP-β-CB1R^+/+^ but not in HGP-β-CB1R^−/−^ islets (Fig. 7g, h). Although *Il1b* expression was increased in HGP-β-CB1R^−/−^ islets (Fig. 7h), it was significantly less than in HGP-β-CB1R^+/+^ mice. Secretion of IL-1β and TNF-α from HGP-β-CB1R^−/−^ was significantly reduced or undetectable, respectively, compared with HGP-β-CB1R^+/+^ islets (Fig. 7i, j). Activation of JNK and p38, as happens with proinflammatory cytokines such as IL-1β and TNF-α, leads to beta cell death [42, 43] and EC-mediated cytokine secretion from macrophages [18]. HGP-β-CB1R^−/−^ islets had significantly lower levels of p-p38 than β-CB1R^+/+^ islets, while p-Erk1/2 or p-SAPK/JNK did not change (Fig. 7k). Downstream signalling of p38 was also reduced (p-p53, p-Stat1 and p-HSP27), together with reduced cleaved-caspase 3 and cleaved-PARP (Fig. 7k), indicating reduced cytokine-induced apoptosis [44]. To investigate if lower MAPK activation was due to lower cytokine secretion or sensitivity, islets were treated ex vivo with mixtures of cytokines (IL-1β, TNF-α and IFN- γ [45]) for 18 h (Fig. 7l). β-CB1R^−/−^ islets had significantly lower levels of cytotoxicity than β-CB1R^+/+^ islets, with levels never reaching above those of vehicle-treated β-CB1R^+/+^ islets (Fig. 7m). These data show that β-CB1R^−/−^ islets have lower basal cytotoxicity and, while responsive to cytokines, lower cytokine secretion lessens the inflammatory cascade protecting the islet.

**Fig. 7:**
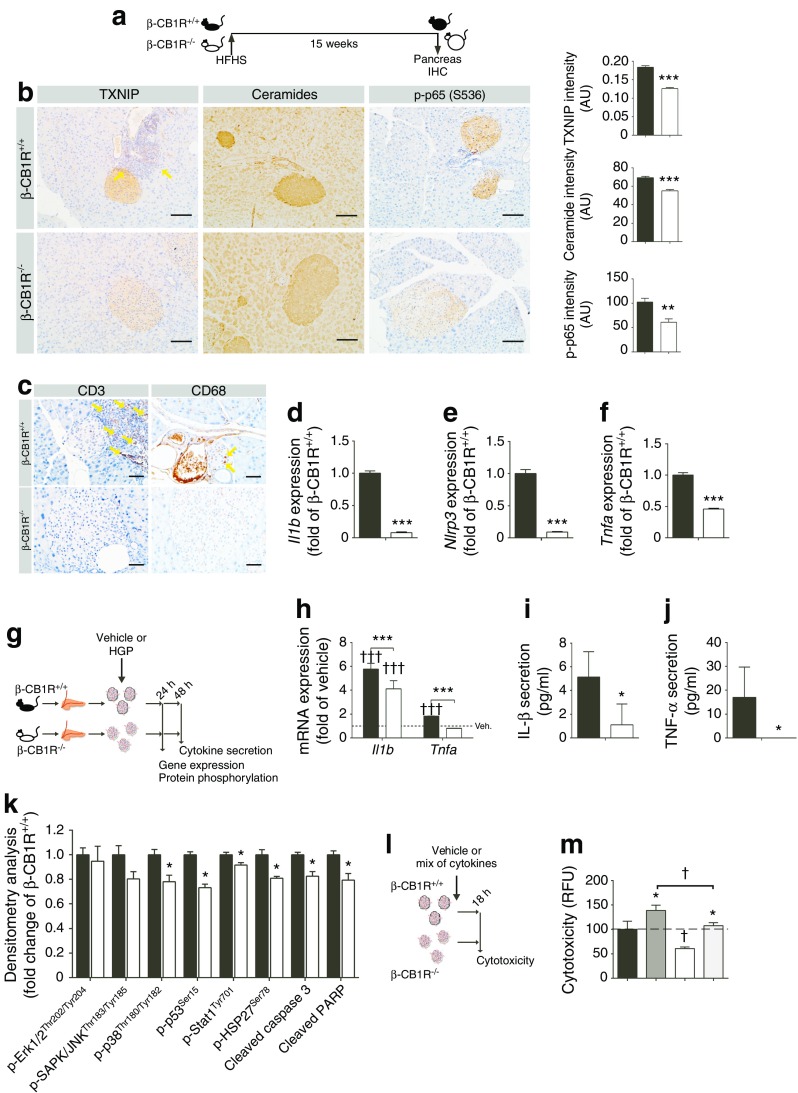
Ablation of CB1R protects islets from HFHS diet-induced inflammation. (**a**) Schematic of the experimental design. β-CB1R^+/+^ and β-CB1R^−/−^ mice were fed an HFHS diet for 15 weeks, after which the mice were euthanised and pancreases were dissected and processed for immunohistochemistry (IHC) and stained. (**b**) Immunostaining for TXNIP, ceramides and p-p65 of pancreases from β-CB1R^+/+^ and β-CB1R^−/−^ mice fed an HFHS diet for 15 weeks (scale bars, 100 μm) and their quantification. (**c**) Immunostaining for CD3 and CD68 in pancreases from β-CB1R^+/+^ and β-CB1R^−/−^ mice fed an HFHS diet (scale bars, 50 μm). The yellow arrows point to areas of immune cell infiltrate between a blood vessel and islet, and into the islet. (**d**–**f**) Relative mRNA expression of inflammatory markers in freshly isolated islets. (**g**) Schematic of the experimental design. Islets isolated from β-CB1R^+/+^ and β-CB1R^−/−^ mice were treated with HGP (glucose 16.5 mmol/l, palmitate 500 μmol/l) or vehicle. (**h**) Relative mRNA expression of inflammatory markers (the dotted line represents the vehicle control). (**i**, **j**) Secretion of inflammatory markers. (**k**) Densitometry of phosphorylated proteins and cleaved proteins from isolated islets treated with HGP. *n* = 7 mice; *n* = 3 independent experiments with *n* = 30–50 islets. Black bars, β-CB1R^+/+^; white bars, β-CB1R^−/−^. (**l**) Schematic of the experimental design. Islets isolated from β-CB1R^+/+^ and β-CB1R^−/−^ mice were treated with vehicle or a mixture of cytokines for 18 h. (**m**) Cytotoxicity of vehicle- or cytokine-treated islets. RFU, relative fluorescence units. Black, β-CB1R^+/+^ mice treated with vehicle; dark grey, β-CB1R^+/+^ mice treated with cytokines; white, β-CB1R^−/−^ mice treated with vehicle; light grey, β-CB1R^−/−^ mice treated with cytokines. *n* = 4 mice; *n* = 4 replicates; *n* = 15 islets. Data are means ± SEM. Significance by *t* test or ANOVA, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 vs β-CB1R^+/+^; ^†^*p* ≤ 0.05, ^†††^*p* ≤ 0.001 vs vehicle. See also ESM Fig. 7

## Discussion

Our study describes the role of CB1R specifically in pancreatic beta cells and its relevance to whole-animal physiology. By genetically ablating CB1R in adult beta cells, we conclude that CB1R is a negative regulator of beta cell function, proliferation and viability, and is a key component of the inflammatory response of islets. ECs orchestrate the organisation of pancreatic islets in perinatal development [46]. Ablating CB1R in adult mice avoids potential alterations in islet structure. Previous reports related to the ECS in beta cells have been conflicting due to the influence of CB1R in other tissues involved in glucose homeostasis and off-target effects of pharmacological approaches; other non-CB1R cannabinoid receptors have been described in islets [5, 47]. While whole-body genetic or pharmacological CB1R blockade has been reported to result in increased insulin secretion [4, 24], enhanced beta cell function may be a consequence of reduced insulin resistance in liver and muscle [10, 11], producing a favourable environment for beta cells. Our model definitively describes the importance of CB1R in beta cell biology and function by eliminating these confounding factors and, for the first time, describes the direct effects of CB1R on beta cell mitochondria. CB1R ablation in beta cells resulted in a metabolic shift towards reduced mitochondrial respiration that protected islets from oxidative stress and improved beta cell functional capacity. Unexpectedly, ablation of CB1R in beta cells was sufficient to prevent the inflammatory response in islets under the metabolic stress of an HFHS diet.

Ablation of CB1R, a constitutively active G_αi_ protein-coupled receptor and AC inhibitor, resulted in increased intra-beta cell cAMP and earlier onset of in vivo and ex vivo insulin secretion. We propose that increased insulin secretion led to increased levels of circulating insulin in β-CB1R^−/−^ mice, eventually resulting in insulin resistance. Isolated β-CB1R^−/−^ islets confirmed increased insulin secretion as a primary event, and our mouse model provides insight into the response of the whole body to primary hyperinsulinaemia. Excessive unremitting insulin secretion due to a primary beta cell event, such as overexpression of the *Ins* gene or chronic exogenous administration of insulin, results in insulin resistance in the liver, weight gain, increased adiposity, ectopic adipose deposition and loss of the ability to increase glucose-stimulated insulin secretion [48, 49]. Primary hyperinsulinaemia with normal blood glucose levels occurs with inactivating mutations of the SUR1 subunit of the K^+^-ATP channel in mice; however, these mice lose their glucose-stimulated insulin secretion capacity time [50]. Therefore, insulin resistance in HFHS-β-CB1R^−/−^ mice is probably a homeostatic response to prevent hypoglycaemia. However, unlike in previous genetic models of primary hyperinsulinaemia, beta cell dysfunction was not observed in HFHS-β-CB1R^−/−^ mice. This is due to a myriad of beneficial intracellular events, an increased beta cell number and a reduced intracellular inflammatory environment. These data underline the potential of CB1R blockade as a treatment for type 2 diabetes compared with classic treatments that elevate insulin secretion, such as sulfonylureas, which do not integrate other signals in beta cells.

An HFHS diet led to greater weight gain in β-CB1R^−/−^ mice. SD- or HFHS-CB1KO mice do not gain weight due to reduced food intake because of CB1R ablation in the brain [51, 52]. Chronic hyperinsulinaemia per se may drive fat deposition in HFHS-β-CB1R^−/−^ mice as it stimulates insulin signalling in white adipose tissue and increases body weight [49, 53, 54]. This is substantiated by our observation that HFHS-β-CB1R^−/−^ mice had a lower RER and decreased activity relative to HFHS-β-CB1R^+/+^ mice, resulting in less glucose uptake by muscle and increased fat deposition. A lower RER in HFHS-β-CB1R^−/−^ mice during daylight probably indicates that the two strains are not using the same stored fuel source. HFHS-β-CB1R^−/−^ mice have more subcutaneous adipose tissue, which may alter the ‘accessibility’ to fuel in the resting state compared with HFHS-β-CB1R^+/+^ mice.

Recently, CB1R was found in the mitochondrial membranes of neurons and muscle [32, 33], but its role in mitochondria has not been described in beta cells. Some reports have indicated that CB1R activation decreases mitochondrial respiration [55] while others have reported the opposite [32]. We found a reduction in mitochondrial respiration in β-CB1R^−/−^ islets and increased *Ldha* expression under the metabolically stressful condition of HGP. Decreased mitochondrial respiration possibly results from nullifying CB1R in beta cell plasma membranes. This could be the result of two effects: increased intracellular cAMP that induces *Ldha* expression [56] and/or increased efficiency of insulin secretion that requires less mitochondrial activation. Regardless, the reduction in mitochondrial respiration led to reduced ROS, thereby probably preventing oxidative stress damage.

Ablating CB1R in beta cells of adult mice unexpectedly reduced the inflammatory environment in islets. While CB2R is a known immune modulator, it was recently reported that CB1R plays a role in the inflammatory process in the pancreas of a model of type 2 diabetes. Inhibiting *Cnr1* expression using small interfering RNA specifically in macrophages or comprehensive peripheral CB1R blockade by JD-5037 led to reduced activation of the NLRP3 inflammasome in macrophages, and reduced immune infiltration in leptin receptor-deficient Zucker diabetic fatty rat islets [22]. The authors did not implicate CB1R in beta cells as a factor in macrophage-mediated beta cell failure. We now know that CB1R in beta cells is necessary for HFHS-induced inflammation in and around mouse islets. The differing results could be attributed to CB1R ablation in different tissues (macrophages vs beta cells), different stressors (rats fed a standard diet vs mice fed an HFHS diet to more closely mimic the Western diet) and normally functioning leptin receptors present in β-CB1R^−/−^ mice. β-CB1R^−/−^ islets had significantly lower basal expression and lower secretion of proinflammatory cytokines than β-CB1R^+/+^ islets, and reduced activation of p38 compared with β-CB1R^+/+^ islets, which, similar to NFκB, is downstream of IL-1β signalling. A reduction in MAPK activation would further reduce caspase cleavage and activation of proinflammatory transcription factors (Fig. 8). The NLRP3 inflammasome is inhibited by cAMP, and activated by ROS and ceramides [22, 36]. The absence of CB1R facilitated increased cAMP levels and reduced ceramide production, key factors in reducing inflammation in β-CB1R^−/−^ mice. The expression of *Cnr2* was also reduced in β-CB1R^−/−^ islets, most likely due to reduced macrophage infiltration or numbers of resident islet macrophages, since macrophages have high expression levels of *Cnr2*. Moreover, chronic activation of CB1R and CB2R by synthetic agonists in human islets ex vivo did not affect beta cell viability, suggesting that crosstalk between the ECS of beta cells and immune cells is required for HFHS diet-induced immune cell infiltration in and around islets. It has been stated that production of ROS by mitochondria is obligatory for insulin secretion since it is a necessary by-product of ATP production [57]. However excess ROS production, when insulin secretion is under constant high demand such as with an HFHS diet, would eventually be detrimental to beta cells. Lack of CB1R induced a metabolic shift, with a reduction in mitochondrial glucose-stimulated oxygen consumption. ROS production and overall oxidative damage were lowered, aiding in preserving beta cell viability. We observed lower levels of TXNIP, a direct activator of NLRP3 and indicator of ROS damage [36–38], in the islets of HFHS-β-CB1R^−/−^ compared with HFHS-β-CB1R^+/+^ mice.

**Fig. 8:**
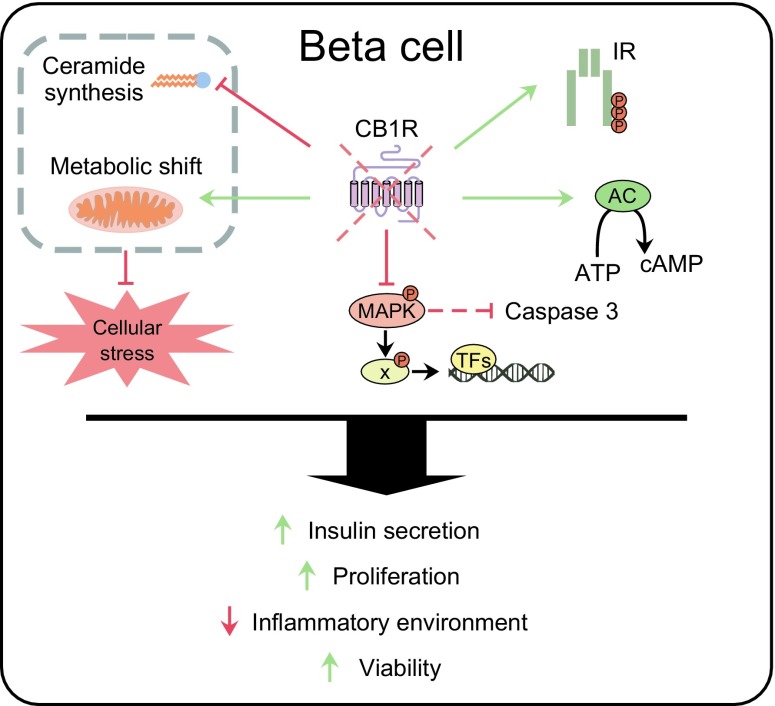
Suggested mechanism of action of CB1R in pancreatic beta cells. Absence of CB1R, or its pharmacological blockade, increases IR sensitivity and AC activity. Ablation of CB1R also blocks ceramide synthesis and induces a metabolic shift towards reduced mitochondrial respiration, reducing cellular oxidative stress. In addition, ablation of CB1R lowers MAPK activation by phosphorylation and therefore its downstream signalling (X), leading to reduced activity of transcription factors (TFs) that regulate inflammatory cytokines and caspase 3 cleavage. Taken together, these changes lead to improved beta cell functional capacity, as demonstrated by increased insulin secretion, increased preservation of beta cell mass by inducing beta cell proliferation, and improved beta cell viability through a reduction in the inflammatory environment

In summary, CB1R exerts control over beta cell function, proliferation, viability and intracellular signalling (Fig. 8). We can now speculate why an autonomous ECS exists in beta cells. Many toxins that are no longer a threat to humans in the developed world because of vaccinations and antibiotics increase intra-beta cell cAMP, leading to possible death from hypoglycaemia because of hyperinsulinaemia. The presence of a robust intrinsic system, such as the ECS, to reduce intracellular cAMP and limit insulin secretion under duress probably provided a survival advantage. Simultaneously enhancing the ability of beta cells to attract immune cells to eliminate bacterial antigens, cell debris, islet amyloid polypeptide deposition, toxins and plasmids would also have been beneficial. We postulate that the ECS evolved in islets to serve a dual function: to diminish the effects of AC activators while increasing the ability of beta cells to protect themselves. Islets express all the machinery to synthesise ECs on demand [4, 5] and, similar to insulin, ECs (mainly 2-arachidonoylglycerol) are secreted from the islets upon glucose stimulation [4]. Unfortunately our Westernised diets, high in fats and glucose, lead to a near-constant demand for insulin, increased synthesis of islet amyloid polypeptide and possibly increases in bacterial antigens from the gut, increased overall chemokine production, intra-islet inflammation, islet EC secretion, and over-activation of the islet ECS, eventually leading to beta cell dysfunction and hyperglycaemia. Pharmacological blockade of CB1R or hepatocyte CB1R nullification improves insulin action and reduces fat deposition in the liver [12, 19]. Furthermore, CB1R inhibition in the periphery lowers insulin resistance [12, 19]. We now report that CB1R blockade improves beta cell function and protects against HFHS-induced islet inflammation, and may represent a therapeutic strategy in diabetes and impaired glucose tolerance. It has recently been reported that peripheral CB1R blockade in mice with impaired glucose tolerance improved glucose handling and resulted in several anti-inflammatory and cytoprotective actions [58]. Nonetheless our study has the limitation that the rodent and human islet ECS are not identical, and further studies in humans are therefore needed. Previously [8], we found that human beta cells and hepatocytes, but not brain, predominantly express an isoform of CB1R, CB1b. Pharmacological blockade or morpholino oligos [59] to block CB1b mRNA transcription may lead to novel therapies for type 2 diabetes.

## Electronic supplementary material

ESM (PDF 1.77 mb)

## Data Availability

Microarray data have been deposited at GEO (GSE102027). The data generated during the current study are available from the corresponding author on reasonable request.

## Abbreviations

AC: Adenylyl cyclase
CB1KO: Cannabinoid 1 receptor knockout
CB1R: Cannabinoid 1 receptor
β-CB1R^−/−^: Beta cell specific cannabinoid 1 receptor knockout
CB2R: Cannabinoid 2 receptor
CLAMS: Comprehensive Lab Monitoring System
EC: Endocannabinoid
ECAR: Extracellular acidification rate
ECS: Endocannabinoid system
Ex-4: Exendin-4
FBG: Fasting blood glucose
GIP: Gastric inhibitory polypeptide
GLP-1: Glucagon-like peptide
HFHS: High-fat/high-sugar diet
HGP: High glucose and palmitate
IBMX: 3-Isobutyl-1-methylxanthine
IR: Insulin receptor
MAPK: Mitogen-activated protein kinase
NLRP3: NLR family, pyrin domain containing 3
OCR: Oxygen consumption rate
RER: Respiratory exchange rate
ROS: Reactive oxygen species
SD: Standard diet (assignment group)
TXNIP: Thioredoxin-interacting protein

How the deposited data were processed for this re-analysis (not part of the article)

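Gene expression was measured in islets of 4 β-CB1R+/+ mice and 3 β-CB1R-/- mice on 8 arrays, 2 of them repeat arrays of β-CB1R-/- replicate 2. The authors deposited the intensity of each spot as Feature Extraction 11.5.1.1 gave it: background subtracted and detrended within the array, not scaled between arrays. The authors also deposited a Z score for each spot, which has mean 0 and SD 1 on each array and matches the Z score of the log10 intensity over all spots, control spots included, to within 0.00503. All arrays were on 1 slide and were scanned in 1 run, so no block for slide or scan date could be fitted. The paper's text cites an earlier article for the array analysis and gives Student's *t* test or ANOVA at p ≤ 0.05 as the general statistics.

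The scanner intensities of the 59305 non-control spots were put on the log2 scale and taken relative to each array's 75th percentile. Spots that Feature Extraction marked as non-uniform or as population outliers were left out, spots of one probe were averaged, and the repeat arrays were averaged on the log2 scale. No spot was saturated. A probe was compared when it was well above background in at least 3 of the 7 mice, which held for 39160 of 55681 probes. The difference between genotypes was estimated per probe with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. For single genes an exact permutation test of the difference in means over the 35 splits of the mice was added, whose smallest p is 0.0286. The accession of each probe was matched to the transcripts of the RefSeq annotation of GRCm38.p6 for gene symbols only, since the arrays' header names another build; 28026 probes matched, 22129 of them among those compared, for 16955 genes. *Nnt* had no matching probe and its check was not run. Where a probe was above background on no array of one group, the fold is a lower bound against the lowest intensity well above background on each array, or the probe's own where that was higher. In the closing section the bounds of rises dim on only some β-CB1R+/+ arrays were taken in the same way on those arrays.

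Gene lists were written before the data were examined: 5 pathway lists (CB1R, TXNIP and the NLRP3 inflammasome, NFκB, TNF-α and IL-1β signalling) and 18 marker and control lists (macrophages, T cells, acinar cells, duct cells, endothelial cells, stellate cells and fibroblasts, beta cells, alpha cells, delta and PP cells, proliferation, prolactin and growth hormone response, nuclear respiratory chain genes, glycolysis and lactate, antioxidant genes, ceramide synthesis, sex-linked genes, C57BL/6 substrain genes and housekeeping genes). Lists were tested with camera at an inter-gene correlation of 0.01 on the brightest probe of each gene, with adjustment within each of the 2 families; fry and camera with an estimated correlation were the alternatives. Genes are named by a rule set before the data were examined: every gene the paper names, the 5 largest rises and falls among annotated probes past the threshold whose groups do not overlap, list members past the threshold (at most 5 per list), and *Tph1*, *Tph2*, *Nnt*, *Xist* and *Ddx3y*. Other genes named in the closing section were chosen after their values were seen.

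The alternatives were a normexp background correction, quantile normalisation, Z scores per array, the deposited Z scores, no filter on dim probes or a filter on all 8 arrays, either repeat array alone, all 8 arrays with the mouse as a random block, the replicate number as a block, an intensity trend in the variance, the methods' *t* test, and each mouse left out in turn. The normexp alternative was planned on mean spot intensities, which the files lack, and was run on median intensities with an offset of 50, a choice made after the data were examined. limma's duplicateCorrelation gives no estimate when 1 mouse has repeats, so the correlation within the mouse was estimated by restricted maximum likelihood over all probes, a departure from the plan. A first version of this estimate, a trimmed mean over probes, overestimated the correlation set in simulated data and was replaced, which raised the number of probes past the threshold under this alternative. Covariates for the acinar list and for a list of immediate-early genes were added after the data were examined. The pipeline was tested on simulated data for 4 against 3 mice over 39160 probes, of which 200 were changed: 10% of the changes of 1, 54% of 2, 84% of 3 and 88% of 4 on the log2 scale were recovered, with 2 false calls. A simulated fall of 0.5 in the NFκB list, over 16955 genes, was found with a median of −0.49; 2 other pathway lists, TNF-α and IL-1β signalling, which share genes with it, also passed the threshold with medians of −0.25 and −0.18, so that the list tests are not independent. RT-PCR, immunohistochemistry, secretion and metabolic measurements were not analysed here. The pathway genes of ESM Fig. 7e were not used here.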

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

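The tests on the neighbours of *Cnr1*, on the position of arrays on the slide, with the acinar limit, on lower bounds of the rises, on further probes of the same genes, with the acinar and immediate-early covariates and on splits for single lists were chosen only after the result was seen.

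A signal outside the genes the paper discusses appeared in a list of genes that respond to prolactin and growth hormone, included because the MIP-Cre/ERT transgene is generally described as carrying a human growth hormone minigene. The list's median log2 fold change in β-CB1R-/- relative to β-CB1R+/+ islets was 1.41 over 19 genes, with 16 higher and 3 lower (camera adjusted p = 1.81e-21, fry 0.00425 and camera with an estimated correlation 0.0430). The adjusted p lay between 1.23e-51 and 0.0430 over its 23 alternatives. The median was also 1.41 with the 1 gene that was dim on every β-CB1R+/+ array at its lower bound. The list's median in each β-CB1R-/- mouse, over genes centred on their means, was above that in each β-CB1R+/+ mouse (exact permutation p = 0.0286), and 11 of the genes had groups that do not overlap. Over all probes, 43 passed an adjusted p of 0.05 in limma, 42 higher and 1 lower in β-CB1R-/- islets. Of the 29 genes whose brightest probe passed, 5 were in the list (*Tph1*, *Gbp8*, *Matn2*, *Neb* and *Ehhadh*), where 0.0325 were expected by chance (Fisher's exact test, one-sided p = 1.17e-10). The prediction for the minigene also named *Tph2*, whose log2 fold change was 1.94 (adjusted p = 0.603), with each β-CB1R-/- mouse above each β-CB1R+/+ mouse and 1 of the 4 β-CB1R+/+ arrays well above background.

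The 5 largest rises by fitted log2 fold change, among named genes whose groups do not overlap, were also outside the genes the paper discusses. *Tph1* had a fitted log2 fold change of 8.35 (standard error 0.77, adjusted p = 0.0142), but only 1 of the 4 β-CB1R+/+ arrays was well above background, and it was at least 167-fold higher. *Krtap13-1* had a fitted log2 fold change of 5.68 and, since it was above background on no β-CB1R+/+ array, was at least 10.7-fold higher. *Gdf3* had a log2 fold change of 5.63 (standard error 0.50, adjusted p = 0.0130) and *Sftpd* of 5.55 (standard error 0.35, adjusted p = 0.00564). *Esr1* had a fitted log2 fold change of 4.95 (standard error 0.56, adjusted p = 0.0297), with 2 of the 4 β-CB1R+/+ arrays well above background, and was at least 27.6-fold higher. With the normexp background the log2 fold changes were 5.90 for *Tph1*, 2.49 for *Krtap13-1*, 4.47 for *Gdf3*, 5.08 for *Sftpd* and 3.22 for *Esr1*. The order depends on these dim arrays: *Matn2*, above background on all 4 β-CB1R+/+ arrays, was 11.3-fold higher, more than the lower bound of *Krtap13-1*. Of all compared probes, 4.12% had groups that do not overlap, against 5.71% expected by chance, so that non-overlap alone does not mark a gene. The 1 lower probe, A_30_P01022070, has no gene symbol, was above background on no β-CB1R-/- array and was at least 1.87-fold lower.

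The number of probes past the threshold rested on single mice. It was 22, 15, 5 and 19 without β-CB1R+/+ replicates 1, 2, 3 and 4, and 42, 0 and 5 without β-CB1R-/- replicates 1, 2 and 3; without β-CB1R-/- replicate 2, 785 probes had an unadjusted limma p under 0.05. The list's median stayed between 1.23 and 1.52 with each mouse left out, past the threshold each time; it was lower with probes above background on all arrays (0.91), with normexp (0.95) and without a filter on dim probes (1.16), also past the threshold.

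Chance is argued against for the number of probes, since 1 of the 35 splits of the mice into 4 and 3, the real one, gave as many. The same holds for the list, since 1 of 35 gave a median as large. So few splits allow no p below 0.0286, so that they cannot exclude chance, and another split gave 33 probes. Nor does the split test allow for the 18 marker lists, as the adjusted p values of the list above do. A difference in array quality is argued against: the number of probes well above background overlapped between the genotypes (exact permutation p = 0.543), as did the 75th percentile, the local background and the negative control signal. For acinar carry-over, 26 of 27 acinar genes were higher in β-CB1R-/- islets with a median of 0.23, which the prediction for it named. The list's median per mouse nevertheless overlapped between the genotypes (exact permutation p = 0.571). It was −1.06 to 0.37 in β-CB1R+/+ mice and −0.63 to 0.59 in β-CB1R-/- mice. Acinar transcripts were abundant in both genotypes. *Cela3b* had a log2 intensity of 10.9 in β-CB1R+/+ and 11.0 in β-CB1R-/- islets, beside 10.9 and 10.8 for *Ins1*. Each comparison here is thus of islets with exocrine RNA. A transcript brought in by acinar cells was taken to rise no more than the acinar genes do. Most of these genes are very bright, and their limit may be too low for dimmer probes. The dimmer *Klk1* and *Cuzd1* changed by 0.63 and 0.62, more than *Cela3b* (0.11), though the still dimmer *Ptf1a* changed by 0.16. The acinar genes changed by −0.067 to 0.63, and their mean by 0.25 with an upper 95% confidence limit of 1.58, while the 42 higher probes, 19 of them dim on a β-CB1R+/+ array and taken at their lower bound, rose by at least 0.90 to 7.39. This argues against carry-over for the 38 that rose by more than the limit, as far as the limit holds for dimmer probes. For the other 5 of the 43 carry-over stays open. With the acinar list mean as a covariate, the log2 fold changes of the 43 probes were 0.974 to 1.06 times those without it and 13 passed the adjusted threshold, but these probes were chosen for their difference, so the fit decides little. The same holds for the 16 of 43 that passed with the immediate-early list mean as a covariate. For the prolactin and growth hormone list, which was not chosen from these values, both explanations are argued against, since it stayed higher past the threshold with the acinar covariate (limma's fry, adjusted p = 0.0103) and with the immediate-early covariate (adjusted p = 0.0208). A chromosome segment inherited with *Cnr1* would place such probes beside it. Of the 70 compared probes of the 100 nearest genes on each side, 0 passed the adjusted threshold in limma. At an unadjusted p under 0.05 there was 1, where 2.51 were expected. By the paper's description both genotypes carried the floxed *Cnr1* alleles, so such a segment would be shared and this test decides little. A segment inherited with the transgene was not tested. Position on the slide has no reason to pick out genes by function, which argues against it for the 5 genes in the list. Nor has it reason to pick out probes of one gene: outside the list 4 genes (*Sftpd*, *Fmo1*, *Lonrf3* and *Dnah8*) had 2 probes past the threshold, where 0.0111 were expected if the 30 probes with a gene symbol fell at random, which argues against it for these 8 probes. The 29 other probes past the threshold are less clear, because each side of the slide held 1 genotype and few of such genes have further probes. Of the 7 further probes not past the threshold, 6 were higher, with a median log2 fold change of 1.35. Of all compared probes 47.7% were higher (exact binomial p = 0.0593). Those of *Tmem40* (3.86, standard error 0.53), *Gdf3* (1.68, 0.31), *Srbd1* (1.61, 0.39) and *Csf2rb* (1.35, 0.23) rose well beyond their errors. This argues against position for these genes. Those of *Ephx1* (−0.066, 0.23), *Bcat1* (0.27, 0.35) and *Dnah8* (0.32, 0.21) did not. For the rest of the 29, position and genotype cannot be told apart.

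The rise that the growth hormone minigene predicts was there (list median 1.41), in a test that could have come out the other way, so that lactogenic signalling from the transgene may underlie part of the difference between genotypes. It stays open whether loss of CB1R itself contributes, since by the paper's description each β-CB1R-/- mouse carried both the transgene and the deletion and each β-CB1R+/+ littermate lacked both. Islets of Cre-positive mice with intact *Cnr1*, which the paper used in other experiments, would separate these explanations on arrays. The sample labels, which speak of the global knockout where the series title names the β-cell-specific one, give no transgene.

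A single mouse lay far from the others in 2 of 68 groups of β-CB1R+/+ mice examined, where chance gives 3.4. *Gipr* had a log2 intensity of 2.32 in β-CB1R+/+ replicate 1, against 3.10 to 3.22 in the other 3. The negative control signal was 46.3 on the array of β-CB1R+/+ replicate 1, against 38.3 to 39.5 on the other 3. No explanation, technical or biological, was tested for either.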

How the results depend on the processing

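The alternatives with the normexp background, the mouse as a random block and the acinar and immediate-early covariates were chosen only after the data were seen. A block for slide or scan date was not run, because 1 slide and 1 scan held all arrays. Where a result changed, the cause was not tested unless stated.

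The number of probes past the threshold was 43 (42 higher, 1 lower). It was 38 with normexp, 34 with quantile normalisation, 37 with Z scores per array, 34 with the deposited Z scores, 43 and 42 with either repeat array alone, 51 with the mouse as a random block and 46 with an intensity trend. It was 23 without a filter on dim probes, 24 with probes above background on all arrays, 13 with the acinar covariate and 17 (16 higher) with the immediate-early covariate. With each mouse left out it ranged from 0 to 42, all higher; it was 0 without β-CB1R-/- replicate 2 (785 at an unadjusted limma p under 0.05) and 5 without β-CB1R+/+ replicate 3 or β-CB1R-/- replicate 3, with fewer mice in the test. The methods' *t* test gave 0 after Benjamini-Hochberg adjustment and 1412 at an unadjusted p under 0.05 (757 higher, 655 lower), against 1406 with limma (655 higher, 751 lower). The 1 lower probe was past the threshold in 3 of 21 alternatives, and the number of lower probes was 0 with normexp, the deposited Z scores, either filter, array 2-1 alone, the random block and the acinar covariate, and in each leave-one-out fit.

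With the replicate number as a block, 0 probes passed the adjusted threshold in limma and 1714 had an unadjusted p under 0.05. The numbers do not pair the mice: profiles of same-numbered mice, relative to their group means, correlated across probes by 0.42, −0.27 and −0.062, where genes are not independent replicates.

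*Cnr1* was lower in all 21 alternatives that compared it, by the least on the log2 scale with normexp (−1.08) and between −2.14 and −1.69 with each mouse left out. It was past the threshold in 1, the methods' *t* test without adjustment (−1.97); its adjusted p in the others lay between 0.111 and 0.848. Normexp, whose offset shrinks changes of dim probes, also gave smaller log2 fold changes for *Tph1* (5.90), *Krtap13-1* (2.49), *Esr1* (3.22), *Gdf3* (4.47) and *Gbp8* (1.88). The same test placed *Nlrp3* (−0.42), *Dapl1* (−3.24) and *Tph2* (1.94) past it. *Txnip* was higher and *Il1b* lower in all 22 alternatives. The log2 fold change of *Igf1* was −0.14 without β-CB1R+/+ replicate 2 and otherwise above 0, up to 1.19. Without β-CB1R-/- replicate 2, *Rela* was −0.11 (up to 0.20 with another mouse left out) and *Nfkb1* 0.027 (down to −0.29).

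The median of the CB1R list reversed with the mean of all probes per gene (0.0056) and ranged from −0.083 to 0.024 with each mouse left out. That of the TXNIP and NLRP3 list kept its sign; it passed the threshold with probes above background on all arrays (0.058, adjusted p = 0.0430), where fewer probes were tested, and without β-CB1R+/+ replicate 4 (0.12, adjusted p = 0.0180), with leave-one-out medians of 0.037 to 0.13 and adjusted p between 0.0180 and 0.839. That of the NFκB list reversed with normexp (−0.00017) and passed without β-CB1R-/- replicate 1 (0.073, adjusted p = 0.00445), with leave-one-out medians of 0.025 to 0.080 and adjusted p between 0.00445 and 0.958. That of the TNF-α list ranged from −0.083 to 0.048 with each mouse left out. That of the IL-1β list reversed with quantile normalisation (0.013), array 2-1 alone (0.00027), the acinar covariate (0.021) and the mean of all probes (0.022), and ranged from −0.092 to 0.066 with each mouse left out.

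The prolactin and growth hormone list was higher and past the threshold in all 23 alternatives, with a median of 0.91 to 1.52 on the log2 scale. The stellate cell and fibroblast list passed it without β-CB1R+/+ replicate 4 (0.81, adjusted p = 2.97e-12), with the replicate block (0.81) and with the immediate-early covariate (0.44), with medians of 0.017 to 0.81 and adjusted p up to 0.984. The antioxidant list passed it in 5 of 23 alternatives: normexp, probes above background on all arrays, the acinar covariate, without β-CB1R+/+ replicate 4 and without β-CB1R-/- replicate 1, with medians of 0.059 to 0.14. Among the other marker lists, the duct list reversed with normexp (−0.030), quantile normalisation (−0.0078) and both Z scores (−0.00071 and −0.00042), and ranged from −0.089 to 0.18 with each mouse left out. The sex-linked list reversed with normexp (−0.020), with either filter (−0.043) and with the replicate block (−0.066), and ranged from −0.066 to 0.20. The respiratory chain list reversed with both Z scores (−0.0015 and −0.0021) and ranged from −0.024 to 0.069; the substrain list did so with these (−0.0028 and −0.0050) and the replicate block (−0.0093), and ranged from −0.052 to 0.059. The ceramide list reversed without a filter (0.00016), with array 2-1 alone (0.017), the replicate block (0.0054) and the acinar covariate (0.014), and ranged from −0.076 to 0.014. The T cell list reversed with array 2-1 alone (0.015) and the replicate block (0.10), and ranged from −0.15 to 0.16; the endothelial list did so with the replicate block (0.049), and ranged from −0.16 to 0.049. The acinar list reversed with its own covariate (−0.0095), by construction, and ranged from −0.049 to 0.61. The macrophage list ranged from −0.12 to 0.25 and that of glycolysis from −0.0073 to 0.11 with each mouse left out. Counting the genes and marker lists other than *Cnr1*, 748 values kept direction and side of the threshold, 110 lost the threshold, 12 gained it and 43 reversed. Signal over background limits *Tnf*, *Nlrp3* and *Tph2*, whose probes were dim on most arrays of one or both groups.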

Differences from the paper's values

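No test here was chosen only after a result was seen, but the alternatives with the normexp background, the mouse as a random block and the acinar and immediate-early covariates were. The paper's values are RT-PCR means relative to β-CB1R+/+ islets, read by eye from figures, and those computed here are ratios of array intensities averaged on the log2 scale; the assays differ. For *Il1b*, the paper's value is about 0.08 in Fig. 7d, read by eye, and the array ratio was 0.809 with an SD of 0.111 between β-CB1R-/- mice. The *Il1b* ratio differed from the paper's under each of the 19 alternatives with a fold scale (0.729 to 0.891), those set before the data were examined included. For *Nlrp3*, the paper's value is about 0.09 in Fig. 7e, read by eye, and the array ratio was 0.745 with an SD of 0.0449, from a probe close to background. At this intensity a ratio as low as the paper's could not have been measured for *Nlrp3*, so that the difference, present under each of 18 alternatives, those set before the data were examined included, says little. For *Igf1*, the paper's value is about 0.26 in Fig. 1k, read by eye, and the array ratio was 1.41 with an SD of 1.05. The *Igf1* ratio differed under 15 of 19 alternatives. Of those set before the data were examined, it no longer differed by more than the SD without β-CB1R+/+ replicate 2 (0.908), without β-CB1R-/- replicate 1 (1.05) and without β-CB1R-/- replicate 2 (1.16), and differed under the others. The acinar covariate, chosen after seeing the values, also brought it within the SD (1.02).

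The paper states from the arrays that the CB1R, TXNIP, NFκB, TNF-α and IL-1β pathways were lower in β-CB1R-/- islets. In the lists used here, which are not the paper's, the medians were −0.034, 0.053, 0.058, −0.058 and −0.0026 on the log2 scale, and 0 of the 5 lists passed an adjusted p of 0.05 with limma's camera, with fry or with an estimated correlation; the smallest unadjusted camera p was 0.0722, in the upward direction. No alternative placed a list past the threshold in the downward direction. TXNIP with the NLRP3 inflammasome passed upward in 2 of 23 alternatives and NFκB in 1 of 23. *Txnip* itself was higher by 0.59 on the log2 scale. *Cnr1* was lower, the direction the paper states, and passed the threshold over all probes only with the methods' *t* test without adjustment, which also placed *Nlrp3* past it. The paper states that *Cnr2* expression was lower in β-CB1R-/- islets (ESM Fig. 7d). Its sentence follows results in mice on the HFHS diet and names neither diet nor assay, while the arrays are from mice on a standard diet. On the arrays the log2 fold change of *Cnr2* was 0.65 (standard error 0.31, limma adjusted p = 0.999); it was above 0 in all 22 alternatives and past the threshold in 0 of them, with adjusted p between 0.501 and 1.00.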

Other observations

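The immediate-early list and its tests, the splits for the pathway lists and the alpha cell list, the draws of equally bright genes and the acinar covariate with its fit to the list mean were chosen only after the results were seen; the marker lists and the macrophage test were not.

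Among the marker lists, the median log2 fold change in β-CB1R-/- relative to β-CB1R+/+ islets was 0.18 for macrophages, −0.085 for T cells, 0.23 for acinar cells, 0.025 for duct cells, −0.062 for endothelial cells, 0.37 for stellate cells and fibroblasts, −0.21 for beta cells, −0.51 for alpha cells and −0.35 for delta and PP cells. It was −0.16 for proliferation, 0.037 for nuclear respiratory chain genes, 0.074 for glycolysis and lactate, 0.096 for antioxidant genes, −0.023 for ceramide synthesis, 0.037 for sex-linked genes, 0.012 for C57BL/6 substrain genes and −0.082 for housekeeping genes. With camera, the macrophage (adjusted p = 0.0110), acinar (0.0283), beta cell (0.0311), proliferation (0.0134) and alpha cell lists (6.52e-06) passed the threshold, besides that of prolactin and growth hormone response. None of these 5 passed with fry or an estimated correlation. Without β-CB1R-/- replicate 3 the macrophage median was −0.12, and without β-CB1R+/+ replicate 2 the acinar median was −0.049. Without β-CB1R+/+ replicate 4 the stellate cell and fibroblast median was 0.81 (camera adjusted p = 2.97e-12). *Xist* was well above background on no array and *Ddx3y* on all 8.

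In the alpha cell list 10 of 12 genes were lower in β-CB1R-/- islets, with an adjusted fry p of 0.0753 and an adjusted p between 5.63e-07 and 0.208 over its 23 alternatives. Its median was as large in 1 of 35 splits, the real one, but the list was singled out among 18 after its value was seen. Neither its median per mouse (exact permutation p = 0.0571) nor fry passed the threshold. Chance is therefore argued against only by the split test on the median, and not for the list as 1 of 18. The medians of the β-CB1R-/- mice (−0.47 to −0.26) nevertheless lay below those of the β-CB1R+/+ mice (0.021 to 0.51). The list mean was lower by the fit with the acinar covariate (difference −0.52, standard error 0.15) much as without it (−0.51, standard error 0.13), which argues against acinar carry-over as the whole cause; with the covariate the median was −0.46, the camera adjusted p 1.09e-05 and the fry adjusted p 0.133. Position on the slide is argued against as well, since 0 of 1000 draws of equally bright genes gave a median as large in size (the lowest was −0.28). A change in alpha cell share and a change within alpha cells stay open, as untested on the arrays. The paper counted similar numbers of alpha cells in the genotypes (ESM Fig. 3c) and more beta cells in β-CB1R-/- islets (Fig. 2f). Such counts would go with a lower alpha cell share, but the beta cell list was lower here too (median −0.21). For the pathway lists, chance cannot be excluded: the mean size of the 5 medians, 0.041, was as large in 19 of 35 splits, and the median of a single list in 12 or more.

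Fewer macrophages in β-CB1R-/- islets would lower inflammatory genes together with the macrophage list. The list's median was 0.18, but it changed sign without β-CB1R-/- replicate 3 (−0.12), so this cannot be told apart from no change. A mislabelled mouse is argued against for *Cnr1*, since the lowest β-CB1R+/+ and the highest β-CB1R-/- mouse were 1.17 apart.

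Splitting the mice by all 35 groupings showed a difference that does not follow genotype. Besides the real split, 1 other gave probes past the threshold in limma: β-CB1R+/+ replicates 3 and 4 and β-CB1R-/- replicate 2 against the other 4 mice gave 33, of which 32 were higher in the 3 mice. They include *Fosb*, *Fos*, *Egr1*, *Dusp1*, *Jun*, *Malat1*, *Ccl3*, *Ccl4* and *Nfkbiz*; *Fos* was higher by 6.42 on the log2 scale. A list of immediate-early genes was written after these values were seen, partly from these genes, so that 18 of its 19 genes being higher in each of the 3 mice is no independent evidence. The list mean differed by at least 2.35 between the 3 mice and the others and by 0.043 between the repeat arrays of β-CB1R-/- replicate 2, which argues against hybridisation of single arrays for that mouse. The other 2 mice had 1 array each. Of 46 genes chosen from the β-CB1R-/- arrays alone, higher by more than 2 on the log2 scale on both repeat arrays than in the other β-CB1R-/- mice, 27 were higher in β-CB1R+/+ replicates 3 and 4 than in 1 and 2, where 4.31 were expected from all genes, which argues against hybridisation of single arrays for these 2 mice too. The immediate-early list mean did not follow genotype (difference −0.14, exact permutation p = 1). Handling of the islets before lysis may differ between these mice; the 33 probes cannot tell it from a biological state, since the labels record no handling.

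With this list mean as a covariate, 17 probes passed the threshold between genotypes, 16 of them among the 43 above, and *Dapl1*, singled out after its value was seen, was lower by the fit (log2 fold change −3.30, adjusted p = 0.0249). The mean of the 5 pathway medians was 0.0079 and 0 lists passed with camera; with fry the smallest unadjusted p was 0.0376 and the smallest adjusted p 0.188. Whether a fall is hidden by this state cannot be told apart from no fall, because the members of the lists go both ways. *Txnip* had a log2 fold change of 0.64 with the covariate (standard error 0.19, adjusted p = 0.999).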
